# Role of EXO1 nuclease activity in genome maintenance, the immune response and tumor suppression in *Exo1^D173A^* mice

**DOI:** 10.1093/nar/gkac616

**Published:** 2022-07-18

**Authors:** Shanzhi Wang, Kyeryoung Lee, Stephen Gray, Yongwei Zhang, Catherine Tang, Rikke B Morrish, Elena Tosti, Johanna van Oers, Mohammad Ruhul Amin, Paula E Cohen, Thomas MacCarthy, Sergio Roa, Matthew D Scharff, Winfried Edelmann, Richard Chahwan

## Abstract

DNA damage response pathways rely extensively on nuclease activity to process DNA intermediates. Exonuclease 1 (EXO1) is a pleiotropic evolutionary conserved DNA exonuclease involved in various DNA repair pathways, replication, antibody diversification, and meiosis. But, whether EXO1 facilitates these DNA metabolic processes through its enzymatic or scaffolding functions remains unclear. Here, we dissect the contribution of EXO1 enzymatic versus scaffolding activity by comparing *Exo1^DA/DA^* mice expressing a proven nuclease-dead mutant form of EXO1 to entirely EXO1-deficient *Exo1^−^^/^^−^* and EXO1 wild type *Exo1^+/+^* mice. We show that *Exo1^DA/DA^* and *Exo1^–^^/–^* mice are compromised in canonical DNA repair processing, suggesting that the EXO1 enzymatic role is important for error-free DNA mismatch and double-strand break repair pathways. However, in non-canonical repair pathways, EXO1 appears to have a more nuanced function. Next-generation sequencing of heavy chain V region in B cells showed the mutation spectra of *Exo1^DA/DA^* mice to be intermediate between *Exo1^+/^^+^* and *Exo1^–^^/–^* mice, suggesting that both catalytic and scaffolding roles of EXO1 are important for somatic hypermutation. Similarly, while overall class switch recombination in *Exo1^DA/DA^* and *Exo1^–^^/–^* mice was comparably defective, switch junction analysis suggests that EXO1 might fulfill an additional scaffolding function downstream of class switching. In contrast to *Exo1^−^^/^^−^* mice that are infertile, meiosis progressed normally in *Exo1^DA/DA^* and *Exo1^+/+^* cohorts, indicating that a structural but not the nuclease function of EXO1 is critical for meiosis. However, both *Exo1^DA/DA^* and *Exo1^–^^/^^–^* mice displayed similar mortality and cancer predisposition profiles. Taken together, these data demonstrate that EXO1 has both scaffolding and enzymatic functions in distinct DNA repair processes and suggest a more composite and intricate role for EXO1 in DNA metabolic processes and disease.

## INTRODUCTION

Exonuclease 1 (EXO1) is an evolutionarily conserved member of the XPG/Rad2 family of metallonucleases. EXO1 and its biochemical nuclease activity was initially identified in extracts of fission yeast undergoing meiosis and has since been shown to fulfill broader biological functions in mammalian cells during DNA damage responses (DDR), including DNA mismatch repair (MMR), DNA double-strand break repair (DSBR), and telomere maintenance (1–3). In immune B cells, EXO1 can also mediate non-canonical forms of MMR that promote antibody diversification through somatic hypermutation (SHM) and class switch recombination (CSR) (4). In germ cells, EXO1 mediates genetic diversity by promoting recombination during meiosis (5). Catalytically, EXO1 has 5′ to 3′ exonuclease and 5′-flap endonuclease activities (6,7). Yet, these seemingly distinct nuclease activities are now shown to be mechanistically integrated (8).

DNA mismatches are some of the most common forms of DNA damage, arising mainly during replication. MMR is the main pathway that removes misincorporated nucleotides that result from erroneous replication. During MMR, the coordination of mismatch recognition and excision is facilitated by MutS homolog (MSH) and MutL homolog (MLH) complexes. Briefly, MSH2 forms a complex with MSH6 (MutSα) to predominantly initiate the repair of single-base mispairs and insertion/deletions (IDLs) and with MSH3 (MutSβ) to predominantly initiate the repair of larger IDLs of two to four bases. Subsequent to mismatch recognition, MutSα and MutSβ interact with the MLH1-PMS2 (MutLα) complex in an ATP-dependent manner to initiate EXO1 mediated excision of the DNA strand carrying the mismatched base(s). The repair process is completed by DNA re-synthesis to fill the resulting single strand gap and ligation. Thus far, EXO1 is the only known exonuclease that facilitates the removal of the mismatch-carrying strand during MMR (9,10). MMR is shown to improve replicative fidelity by over two orders of magnitude; hence, reducing genomic mutator phenotypes (9,11), and EXO1 plays an important part in that process. During MMR, EXO1 directly interacts with MLH1, MSH2, and MSH3 both in yeast (12,13) and mammalian cells (14,15). As a result, it was speculated that EXO1 could fulfill both catalytic and structural roles during MMR but direct *in vivo* evidence for this idea remained elusive (16). EXO1-independent excision in MMR has been described in yeast involving PCNA, Msh2/6 and Mlh1/Pms1 endonuclease (17,18). In addition, Exo1 independent MMR was proposed to involve replication dependent strand displacement of the mismatch carrying strand in *in vitro* experiments (19). Interestingly, a non-canonical error-prone subset of MMR occurs during B cell maturation. During this process, initiated by AID-induced U:G mismatches in germinal center B cells, EXO1 is believed to resect mismatches akin to its role during canonical MMR. However, when repairing AID induced mismatches in antibody V regions, this process subsequently diverges by the recruitment of error-prone polymerases, which were shown to be recruited by ubiquitinated PCNA (20,21).

Another repair mechanism that relies on EXO1 activity is DSBR, which repairs some of the most toxic forms of DNA damage. DNA end resection of DSBs in the 5′ to 3′ direction is a critical intermediate in this process. The ensuing single-stranded DNA (ssDNA) induces two inter-dependent responses, namely checkpoint signaling and initiation of homologous recombination (HR) mediated DNA repair. Studies in yeast and mammals (22,23) suggest a two-step model for DSB processing. MRE11-RAD50-NBS1 (MRN) and CtIP initiate the ‘end-trimming’ of the DSB, which is then followed by the generation of longer stretches of ssDNA by either EXO1 or the BLM/DNA2 helicase-nuclease complex (22,24). Two physiological and beneficial subsets of DSBR occur during B cell maturation through CSR and during meiosis in germ cells. Both processes are dependent on adequate upstream DSBR signaling, but they diverge considerably downstream. While meiosis relies on the error-free HR pathway for crossover formation, CSR relies on the error-prone pathway of non-homologous end joining (NHEJ) to generate intra-chromosomal switch region translocations and facilitate isotype switching. As a result of this divergence, the dependency of these two processes on EXO1-mediated resection remains unclear.

Deficiencies in MMR and DSBR associated processes can lead to chromosomal instability, infertility, neurodegeneration, tumorigenesis, and immune defects (25). Given its pleiotropic roles in the DNA damage response, it is expected that defects in EXO1 could also lead to some of these anomalies. Indeed, mice with an inactivating mutation in EXO1 had meiotic defects and sterility due to loss of chiasmata during metaphase (26), impaired SHM and CSR, loss of mismatch repair activity, and a 30 fold increase of mutation frequency in mouse ES cells (4,5). EXO1 inactivation also reduced overall survival in mice and caused an increased incidence of cancers, especially lymphomas (4,5). In humans, germline mutations in *EXO1* have been associated with hereditary nonpolyposis colorectal cancer/Lynch syndrome (HNPCC/LS) (27).

To dissect the scaffolding function from the enzymatic function of EXO1, a mouse line with the cancer-associated E109K mutation was previously generated and characterized (5). Residue E109 is a surface residue of the catalytic domain in the crystal structure (28) and, even though it does not directly affect the catalytic site, it had been reported to be essential for the nuclease activity when the N-terminal fragment of human EXO1 was examined biochemically (5,29). *In vivo*, homozygous mutant *Exo1^EK/EK^* knock-in mice carrying the EXO1^E109K^ showed defects in the DNA damage response (DDR) and increased cancer predisposition. Unexpectedly the *Exo1^EK/EK^* mice showed normal activity in SHM, CSR, MMR, meiosis and were fertile, while *Exo1^−^^/^^−^* mice had defects in all of these processes. This was interpreted to mean that EXO1 had an essential scaffolding role, but its enzymatic activity could be replaced by some unknown factor during SHM, CSR, MMR, and meiosis (5). However, this conclusion was challenged by two subsequent independent biochemical observations, where for the first time full-length non-tagged EXO1^E109K^ was purified *in vitro*, and near WT activity was detected (30,31). In contrast to the E109K mutation, these studies also confirmed that the EXO1^D173A^ mutation within the catalytic site, which had been previously reported to be nuclease-dead in yeast and mammals (32–35), also caused the clear inactivation of EXO1 nuclease activity *in vitro* (6,30,31), offering a new alternative to reevaluate the nuclease and scaffold functions of EXO1 *in vivo*. To adequately separate the nuclease and scaffold functions of EXO1, we herein generate a new knock-in mouse line carrying the Exo1^D173A^ mutation (*Exo1^DA^*) and compare it to *Exo1^–^^/–^* and *Exo1^+/+^* mice. Characterization of these animals confirms that EXO1 exhibits both scaffolding and catalytic functions, demonstrating that its exonuclease activity is essential in most DNA repair mechanisms (i.e. DDR, MMR, SHM and CSR) while it remains nonessential for meiosis, where EXO1 appears to play a critical structural role.

## MATERIALS AND METHODS

### Mice and MEF strains

The generation of Exo1*^−^^/^^−^* mice has been described previously (4). Exo1*^DA/DA^* mice were generated using CRISPR/Cas9 technology (36–38). In brief, the mixture of guide RNA targeting to the adjacent area of Exo1 D173 coding region on exon-6 (CRISPR targeting sequence is gactctgacctcctcgcattTGG), Cas9 mRNA, and donor DNA carrying the ∼1 kb homologous arms at each side and the surrounded desired DNA mutation were injected into zygotes of C57BL/6J mice and then the injected fertilized eggs were transferred into pseudopregnant CD1 female mice for producing pups. The resulting offspring were genotyped by PCR and Sanger sequencing to identify the founders carrying the desired Exo1 D173A mutation. The founders (F0) were mated with wild-type *C57BL/6J* mice, and then the resulting germline transmitted F1 heterozygotes were bred to establish study cohorts. When indicated, *Exo1^+/+^*, *Exo1^+/DA^* and *Exo1^+/–^* mice were further crossed to *Big Blue* transgenic mice (58) or *p53+/–* mice (5). Mouse embryonic fibroblasts (MEFs) were isolated from embryos of pregnant mice at day 13.5 post-conception. MEF cell lines were passaged 4–6 times and cryopreserved. All protocols were performed in accordance with the Animal Care and Use Committee of Albert Einstein College of Medicine (AECOM) under the direction of Public Health Service (PHS) Policy on Humane Care and Use of Laboratory Animals.

### Analysis of *cII* mutation frequencies

*Exo1^+^* ^/+^, *Exo1^+/^^−^* and *Exo1^+/DA^* mice were crossed to Big Blue transgenic mice (56) to generate *Exo1^+/+^/BigBlue*, *Exo1^−^^/^^−^/BigBlue*, and *Exo1^DA/DA^ /BigBlue* mice. Mutations in genomic DNA from the spleen and liver were detected using the λ Select-cII Mutation Detection System for Big Blue Rodents (Stratagene) as we have done in the past (58).

### CPT treatment and immunofluorescence

Primary MEFs were grown on coverslips and treated with 1 μM CPT or DMSO (control). After 1 h, the drug was removed and cells were pre-extracted for 5 min on ice in 10 mM Pipes buffer (pH 6.8) containing 300 mM sucrose, 50 mM NaCl, 3 mM EDTA, 0.5% Triton X-100, and Protease Inhibitor Mixture (EDTA-free; Roche) before fixation in 2% (wt/vol) paraformaldehyde for 15 min at 25°C. After fixation, cells were washed with PBS and then were blocked with 5% (wt/vol) BSA and 0.1% Triton X-100 in PBS before staining with mouse anti-γH2AX (Cell Signaling), rabbit anti-RPA pS4/S8 (Bethyl), and DAPI (Vector) for 1 h. After washes in PBS + 0.1% Triton X-100, Alexa 488 goat anti-mouse/rabbit, and Alexa 598 goat anti-mouse/rabbit (Molecular Probes) were used as secondary antibodies. Images were acquired using a Bio-Rad Radiance 2100 (Nikon Eclipse E800) microscope using Lasersharp 2000 software (Zeiss).

### MNNG treatment

After crossing all models presented here to *p53^+/^^−^* mice, MEF cell lines were generated and pretreated with 20 μM *O*-6-benzylguanine (O6BG, Sigma) before the addition of MNNG to inhibit the repair of O6meG adducts by *O*-6-methylguanine-DNA methyltransferase (MGMT, Sigma). After 48 h MNNG treatment, relative cell viability was determined using thiazolyl blue tetrazolium bromide (MTT)-conversion (Sigma) as per the manufacturer's instructions. The absorbance of converted dye was measured at a wavelength of 570 nm using a Perkin Elmer Victor X5 plate reader. Cell viability was calculated relative to DMSO-treated cells incubated in parallel.

### Analysis of murine tumors and survival

Mice were routinely observed until they became moribund and/or signs of tumour development occurred and required euthanasia. The Kaplan–Meier method was used to compare the overall survival curves of the mice, using the log-rank analysis to evaluate significance. All tumors were processed for paraffin embedding, and sections were prepared for H&E staining and evaluated by a pathologist. Statistical analysis of tumour incidence was performed using the Fisher's exact test.

### Immunization and hypermutation analysis on VH186.2

Age-matched mice (*Exo1^+/^*^+^, *Exo1^−^^/^^−^* and *Exo1^DA/DA^*) were immunized intraperitoneally with 200 μg NP(33)-CGG (BioSearch Technologies) on alum. For primary response analysis, animals were sacrificed, and spleens were removed 10 days after a single immunization. Subsequently, RNA was extracted using Purelink RNA Mini Kit (ThermoFisher) and cDNA was generated using AccuScript High Fidelity 1st Strand cDNA Synthesis Kit (Stratagene). The *Mus musculus* IGHV1-72*01 allele (IMGT accession number J00530:206–499), referred here as VH186.2, was amplified using a nested PCR as previously described (21), and PCR products were gel purified and stored in 50 μl buffer containing 10 mM Tris (pH 8.0) until submission to TruSeq® DNA library preparation (Illumina) following manufacturer's instructions. After quality control by Bioanalyzer (Bio-Rad), libraries were pair-end sequenced on a MiSeq Sequencer (Illumina) at Einstein Epigenetics Facility. Using an in-house computational pipeline based on Kernel written in ultra-fast C++ and a GUI written in Java, Illumina pair-reads were assembled and collapsed according to their unique molecular identifier (UMI) to reconstruct unique overlap VH186.2DJ regions. These sequences in FASTA format were then submitted to IMGT/HighV-QUEST (39) for VH186.2-D-J usage and CDR3 clonality identification. 

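How much the result depended on which sequence was drawn for a clone was measured from the iterations. The number of G:C mutations per iteration was 3503 ± 7.73 (SD over 1000 iterations) in Exo1+/+, 3508 ± 6.13 in Exo1DA/DA and 2514 ± 3.86 in Exo1-/- mice. A:T mutations numbered 1383 ± 6.89, 579.9 ± 4.87 and 216.9 ± 3.26 in the same order. In Exo1+/+ mice 76.3% of the drawn clones, in Exo1DA/DA mice 76.7% and in Exo1-/- mice 82.1% had a sequence that was drawn in every iteration, so the iterations are no replicates and their SD does not contain the spread between mice.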

Then, customized Python and R scripts were used for mutational analyses after randomly resampling during 1000 iterations one single sequence per CDR3 clone, allowing us to increase our sensitivity for unique mutations, which are expected to derive from independent mutational events, and avoid overestimating mutation frequencies by repeated counting of non-unique mutations inherited within the clonal CDR3 lineage. For each group of *Exo1^+/+^*, *Exo1^−^^/^^−^* and *Exo1^DA/DA^* iterations, frequencies of mutation were normalized to the potential maximum number of the corresponding mutation subtype as we have previously described (40), which corrects for sequence composition and size of CDR3 repertoire.

### *Ex Vivo* assay of class switching

Splenic cells were isolated from immunized animals (*Exo1^+/+^*, *Exo1^−^^/^^−^* and *Exo1^DA/DA^*). Red blood cells and T cells were removed by ammonium chloride and complement-dependent lysis with details described as previously (21). The rest of the cells were stimulated either using 50 μg/ml of LPS from Sigma-Aldrich (St. Louis, MO) or using 50 μg/ml of LPS plus 50 ng/ml of mouse IL-4 from R&D Systems (Minneapolis, MN). After 4 days in complete RPMI media at 37°C, cells were stained against surface IgM (ImmunoResearch) plus IgG1 (SouthernBiotech) or IgM plus IgG3 (SouthernBiotech), which was followed by FACS analysis.

### Switch junction analysis

After LPS stimulation for 4 days, splenic B cells were collected for genomic DNA isolation using the DNeasy kit (Qiagen). Sμ–Sγ3 regions were amplified using nested PCR with details and primers as previously described (41). PCR products were purified with QIAquick PCR purification kit (Qiagen), ligated to Topo Blunt vector (Invitrogen) and transformed in *E. coli* chemical competent cells. Plasmids from individual *E. coli* colonies were purified and sequenced for the inserted switch junctional regions. Switch junctions were analyzed by alignment using BLAST2seq with the automatic low-complexity filter disabled and using consensus sequences from the NC_000078.6 GenBank record. The nonparametric Kruskal-Wallis test followed by the Dunn's post-tests were used to calculate *P*-values and interrogate whether the different groups showed identical distributions of microhomology lengths at the Sμ–Sγ3 junctions (computed as 0 for blunt junctions, as positive values for short and long microhomologies, and as negative values for insertions). Frequency of insertions was calculated by dividing the number of ocurrences by the total number of Sμ–Sγ3 junctions characterized in each group, and statistically compared through Fisher's exact tests.

### Meiosis

Analysis of Meiotic Prophase I was performed as previously described (42,43). After Chromosome spreading, the slides were washed, blocked, and then incubated with a primary antibody against synaptonemal complex protein 3 (SYCP3), MLH1, or CDK2. After subsequent washing and blocking, the slides were incubated with a secondary antibodies conjugated to flurophores. After further washing, slides were analyzed using an upright fluorescent microscope (Zeiss Axiophot with Zen 2.0 software).

### Spermatocyte diakinesis spread preparations

Spread diakinesis preparations were made as described (44,45). Briefly, testis cells were liberated by manual dissection of tubules in 0.5% KCl. Multiple mixing and slow centrifugation followed by fixation in 30% methanol: 10% acetic acid: 0.05% chloroform. Cells were finally fixed in 30% methanol: 10% acetic acid and then pipette onto heated slides. Finally slides were stained in using Giemsa and imaged. Slides were imaged on a Zeiss Axiophot with Zen 2.0 software.

## RESULTS

### Generation of nuclease-dead *Exo1^D173A^* mice

To create an inactivating nuclease-dead EXO1 mutation, we generated a novel knock-in mouse line that carries the EXO1^D173A^ mutation (termed *Exo1^DA^*) by CRISPR/Cas9 technology in fertilized oocytes isolated from C57BL/6 female mice (Supplementary Figure S1A). The *Exo1^DA^* mutation was verified in the offspring by PCR and Sanger sequencing (Supplementary Figure S1B). This mutant protein was previously shown to have no detectable nuclease activity biochemically (30,31). Notably, the EXO1^D173^ residue is evolutionarily conserved in both fission and budding yeast as well as mouse and humans (Figure 1A, B). Furthermore, structural modeling of the resolved EXO1 crystal structure shows that residue EXO1^D173^ is embedded in the exonuclease active site and is in direct contact with DNA moieties (8), which predicts a pronounced anomaly in the EXO1 nuclease active site as a consequence of the EXO1^D173A^ mutation (Figure 1C). However, such a perturbation is not expected to affect protein folding and stability, DNA binding, or MMR protein interactions as demonstrated by the distinct domain dependencies (Figure 1B, C; Supplementary Figure S2A, B) and this is supported by studies in yeast and mammalian cells (30,31,33,34,46). Consistent with this, we observed stable expression of mutant EXO1^DA^ protein comparable to wild type EXO1 by Western-blot analysis, compared to complete protein loss in previously characterized *Exo1^−^^/^^−^* mice (5) (Supplementary Figure S1C).

**Figure 1.**
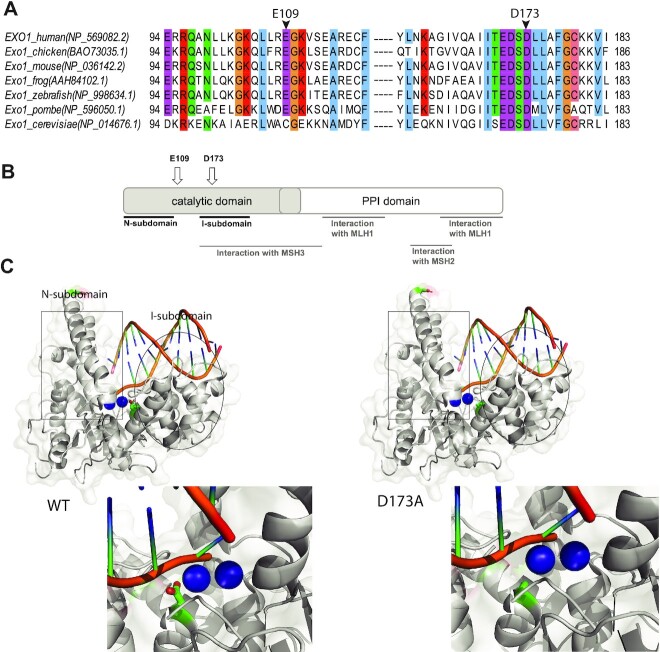
Modeling EXO1 mutations in mice. (**A**) Jalview ClustalW alignment of EXO1 from the denoted species shows high evolutionary conservation of the D173 residue. (**B**) Schematic structure depicting human EXO1 domains and binding partners MSH3, MSH2 and MLH1 which help mediate some of EXO1 non-catalytic scaffolding functions. (**C**) Crystal structure of the N-terminal nuclease (enzymatic) domain (dark grey) of human EXO1 (left), with the inset showing a 180° rotation of the active site; and D173A modeled structure (right), with the inset showing a 180° rotation of the active site. Active site metals shown in blue. The RMSD of the D173A crystal structure and the pymol modeled D173A structure (based on WT) is 0.66. As a result, a modeled D173A structure was presented to better demonstrate the active site metals (PDB: 3QEB). The insets highlights the difference between the proximity of the metal ions (2 cyan circles) in the active site to the acidic D173 amino acid residue (green and red) compared to the neutral A173 amino acid residue (green) mutation.

### The catalytic activity of EXO1 is predominant over scaffolding functions in canonical DDR

To measure the integrity of canonical error-free MMR function *in vivo*, *Exo1^+/+^*, *Exo1^DA/DA^* and *Exo1^–^^/-^* mice were crossed to *BigBlue* mice (5,47). The accumulation of mutations in the *cII* reporter gene was analyzed in genomic DNA from the liver and spleen in all three cohorts. We observed that mutation rates were consistently 2–3 times higher in both *Exo1^−^^/^^−^* and *Exo1^DA/DA^* mutant mice compared to *Exo1^+/+^* mice, thereby confirming that the catalytic role of EXO1 is essential for canonical error-free DNA mismatch repair in mammalian cells *in vivo* (Figure 2A).

**Figure 2.**
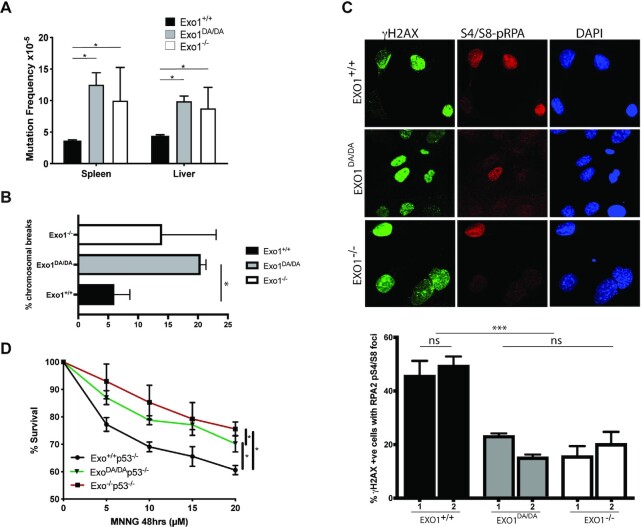
*In vivo* nuclease activity of EXO1 is required for canonical DDR. (**A**) *cll* reporter gene mutation frequencies in spleen and liver of *Exo1^+/+^*, *Exo1^DA/DA^*, and *Exo1^–/–^* mice (mice/genotype). Mutation frequency is increased by two- to threefold in EXO1*^−^^/^^−^* and EXO1*^DA/DA^*. (**B**) Quantification of the number of chromomal breaks from metaphase spreads of the denoted *Exo1* genotypes. At least two independent cell lines we used per genotype and more than 100 cells where counted per cell line. Significance was established using *t*-test (*P < 0.01). (**C**) Representative photographs showing γH2AX, pS4/S8-RPA2, and DAPI stained MEFs after camptothecin treatment (2 h, 1 μM) of the indicated genotypes. (Mag: 1000×; >80 cells were visualized per genotype from three independent experiments). Histogram of the rates of γH2AX-positive (DSB marker) cells with RPA2-pS4/S8 foci (ssDNA marker) in MEFs of the indicated genotypes. ns: not significant; ***P < 0.001. (**D**) Cellular survival curves of MEFs from *Exo1^+/+^*, *Exo1^DA/DA^* and *Exo1^–/-^* mice in a p53-null background following 48h treatment with the denoted concentration of MNNG (x-axis). Error bars represent ± SD; ns: not significant; *P-value < 0.01.

In order to investigate the role of EXO1 in DSBR, we established primary mouse embryoninc fibroblasts (MEFs) from *Exo1^+/+^*, *Exo1^DA/DA^* and *Exo1^–^^/-^* mice and quantified chromomal breaks in metaphase spreads (Figure 2B). Compared to control *Exo1^+/+^*, both *Exo1^−^^/^^−^* and *Exo1^DA/DA^* MEFs exhibited a similar increase in the percentage of cells carrying chromosomal breaks, suggesting that EXO1 nuclease is also essential for DSBR and chromosomal stability. To examine whether the accumulation of these DSBs responded to defects in EXO1 functions during end resection to initiate DSBR, we exposed *Exo1^+/+^*, *Exo1^DA/DA^* and *Exo1^–^^/-^* primary MEFs to camptothecin (CPT), which induces DSBs specifically in S-phase as a result of increased replication fork collapse intermediates (5). We then investigated the frequency and co-localization in foci of hyperphosphorylated RPA (S4/S8-pRPA) and γH2AX, which are targeted by DNA damage-activated protein kinases of the PI3-family like ATM/ATR as a reaction at DSBs (Figure 2C). This allowed us to score DNA end resection events during DSB repair, where both *Exo1^−^^/^^−^* and *Exo1^DA/DA^*MEFs showed significantly reduced co-localization of activated pRPA-S4/S8 and γH2AX (Figure 2C). These results indicate impaired DSB-resection in response to CPT treatment and suggest a critical role for the catalytic activity of EXO1 during DSBR in mitotic cells.

MMR proteins also play a critical role in mediating adequate DDR signaling following genotoxic stress either directly by acting as DNA damage sensors to activate DDR signaling networks (direct signaling model) or indirectly by sequentially escalating a mutation in a ssDNA intermediate to make a dsDNA break, which in turn triggers cell cycle arrest and cell death (futile cycle model) (48). To investigate whether the EXO1^D173A^ mutation could impair the eliciting of a G2-phase checkpoint arrest and apoptosis in response to S_N_1 DNA methylators such as MNNG (49,50), we compared the survival of immortalized MEFs on a *p53^−^^/^^−^* background isolated from *Exo1^+/+^/p53^−^^/^^−^, Exo1^DA/DA^/p53^−^^/^^−^* and *Exo1^−^^/^^−^/p53^−^^/^^−^* mice. We found that *Exo1^−^^/^^−^* and also *Exo1^DA/DA^* p53-deficient MEFs, although slightly less robustly in the *Exo1^DA/DA^* mutants, displayed increased resistance to MNNG treatment compared to *Exo1^+/+^* MEFs, suggesting inefficient DDR signaling in both EXO1 mutant backgrounds (Figure 2D). In conjunction with previous mechanistic studies showing the emergence of ssDNA and dsDNA breaks following MNNG exposure (30–32), these results indicate that the nuclease activity of EXO1 facilitates MMR-mediated DDR signaling.

### EXO1 catalytic function is important for survival and tumor suppression

DNA mismatches and DSBs are considered the most abundant and harmful of all genotoxic lesions, respectively. Failure to adequately repair these lesions can have severe adverse effects on organisms, including genomic instability and induction of tumorigenesis (51–53). To study the long-term effects of EXO1 nuclease inactivation on survival and cancer susceptibility, *Exo1^+/+^*, *Exo1^−^^/^^−^* and *Exo1^DA/DA^* mouse cohorts were monitored for a period of up to 26 months. While *Exo1^+/+^* mice exhibited the expected overall survival with 50% of mice still alive at 24 months of age, both *Exo1^−^^/^^−^* and *Exo1^DA/DA^* mice had a comparable decreased survival rate with 50% of mice dead at 16 months of age (Figure 3A). These accelerated death rates in *Exo1^−^^/^^−^* and *Exo1^DA/DA^* mice were due to increased cancer predisposition at a comparable incidence (Figure 3B). The majority of *Exo1^DA/DA^* mice died of lymphoma (58%, *n* = 14/24) between six and 22 months of age (Figure 3C, D). In addition, three mice developed gastrointestinal adenomas (10%, *n* = 3/24) and two mice developed sarcomas (8%, n = 2/24). In two mice, both lymphoma and sarcoma or lymphoma and fibroma were found. Five mice died before an autopsy could be performed (21%, *n* = 5/24). The tumor spectrum on *Exo1^−^^/^^−^* was largely identical to that of *Exo1^DA/DA^* mice (Figure 3C,D). In addition, similar to *Exo1^−^^/^^−^/p53^−^^/^^−^* mice, the introduction of a p53 knockout allele led to the rapid deaths of *Exo1^DA/DA^/p53^−^^/^^−^* mice between two to three months of age due to the development of T cell lymphoma (100%, *n* = 17/17) ((5) and not shown). Taken together, these results indicate that an intact nuclease activity is essential for EXO1 tumor suppressor functions.

**Figure 3.**
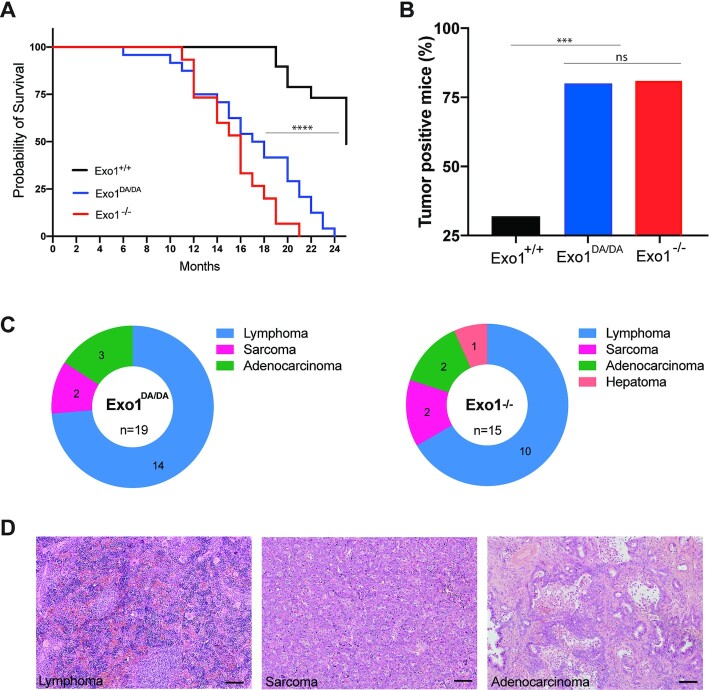
The role of EXO1 nuclease-dead mutant on tumorigenesis. (**A**) Animal survival curve of the denoted genotypes showing faster death of EXO1*^DA/DA^* (*n* = 24) and EXO1^–/–^ (*n* = 15) mice compared to WT (*n* = 47). ***P-value < 0.0001. (**B**) Exo1*^−^^/^^−^* (*n* = 15) and EXO1*^DA/DA^*(*n* = 19), which, as shown in (B), had a considerably higher tumor positive incidence compared to WT (*n* = 20). ***P-value < 0.001; ns: not significant. (**C**) representative distribution of the tumor profiles of the samples quantified in (B). (**D**) representative H&E stains of the tumor samples denoted in (C). Bar is 50 μm.

### Catalytic and structural functions of EXO1 are required for non-canonical DDR during antibody diverfication

To delineate the precise contribution of EXO1 structural and/or catalytic functions during SHM, we examined error-prone repair of the VH186.2 heavy chain variable region during primary immune responses in the *Exo1^+/+^* (*n* = 7), *Exo1^DA/DA^* (*n* = 8) and *Exo1^−^^/^^−^* (*n* = 3) cohorts (Figure 4A and B). 

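Somatic hypermutation was read from the VH186.2 heavy chain segment (IGHV1-72*01, gene symbol Ighv1-72) that dominates the response of these mice to the hapten NP. Mice were immunized a single time with NP-CGG and spleens were taken on day 10. The paper gives the dose as 200 μg and the sample labels give it as 200 mg. After reverse transcription and nested PCR, the authors assembled the paired MiSeq reads, collapsed them by molecular identifier, assigned CDR3 clones and drew 1 sequence per CDR3 clone in each of 1000 iterations. Their deposited lists hold 1 line for every mutation of every drawn sequence, with its position, the base change and the hotspot motif. A drawn sequence without a mutation has no line, so the clones counted here are the mutated clones. The lists split each genotype by dataset numbers, 7 for Exo1+/+, 8 for Exo1DA/DA and 3 for Exo1-/-, as many as there were mice. Each number was taken as 1 mouse, without a link to the mouse numbers of the labels. Per iteration, Exo1+/+ mice had between 37.0 and 323.9 mutated clones (median 108.7), Exo1DA/DA mice between 21.0 and 167.8 (median 63.2), and the Exo1-/- mice 71.0, 254.2 and 85.5. The lists cover nucleotides 19 to 294, with 146 G:C and 130 A:T sites, of which 43 are marked as AID hotspots (WRC/GYW) and 46 as Polη hotspots (WA/TW). For every mouse, the mutations of a subtype, averaged over the iterations, were divided by the mutated clones, the sites of the subtype and the 3 possible substitutions per site, and are given per 1000 potential mutations. Genotypes were compared by a 2-sided exact permutation test on the values of the mice. The smallest p this test can give is 0.000311 for Exo1DA/DA against Exo1+/+, 0.0167 for Exo1-/- against Exo1+/+ and 0.0121 for Exo1DA/DA against Exo1-/-. Clones were not independent of each other. In the Exo1DA/DA mouse with dataset number 301, 104.0 of 108.0 clones carried the same 5 mutations, and the Exo1-/- mouse with dataset number 294 supplied 61.9% of the mutated clones and 78.3% of the mutations of its genotype. Of the 939.0 clones per iteration with at least 6 mutations, 35.3% were identical over VH186.2 to a clone from another mouse. Reads of a related V gene, which would be counted as mutations, were not searched for.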

In the absence of either the EXO1 protein or its nuclease activity, a significant imbalance of mutations at G:C and A:T pairs was revealed when frequencies of mutation were compared to those normally observed in *Exo1^+/+^* mice. 

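The balance between the base pairs was measured, by a comparison added after the data were seen, as the share of a mouse's mutations that lay at A:T pairs. The share was 31.0% ± 12.7 (SD, n = 7) in Exo1+/+ mice, 15.8% ± 6.56 (SD, n = 8) in Exo1DA/DA mice and 21.2% ± 19.9 (SD, n = 3) in Exo1-/- mice. The decrease in Exo1DA/DA mice was larger than the spread between mice before adjustment (exact permutation test, p = 0.0109). The Benjamini-Hochberg adjusted p depended on the family, with 0.0490 over a family of 9 comparisons that was formed after the data were seen and 0.131 over all 36 comparisons of genotypes. The value of the Exo1DA/DA mouse was the lower in 49 of the 56 pairs of an Exo1DA/DA and an Exo1+/+ mouse. The decrease in Exo1-/- mice did not exceed the spread (exact permutation test, p = 0.350, adjusted p = 0.525), and their values were 2.40%, 19.0% and 42.1%. When all mutations of a genotype were pooled, as in the comparison of the paper, the shares were 28.3% in Exo1+/+, 14.2% in Exo1DA/DA and 7.94% in Exo1-/- mice. Without the Exo1-/- mouse with dataset number 294, the mean share of the remaining Exo1-/- mice was 30.6%.

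**Figure D1:**
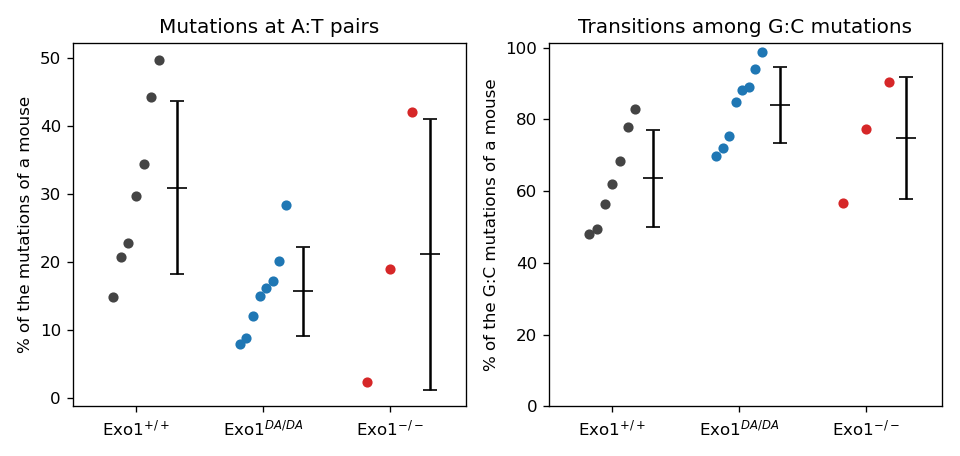
Share of mutations at A:T pairs (left, % of all mutations of a mouse) and share of transitions among G:C mutations (right, %), by genotype. Dots are mice and the bars beside them give the mean ± SD. The 3 Exo1-/- mice lie between 2.40% and 42.1% in the left plot, a range wider than that of the 8 Exo1DA/DA mice, 8.02% to 28.4%.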

While mutations at A:T pairs and error-prone Polη hotspots were significantly reduced, the remaining mutations were not only restricted but also increased at G:C pairs and AID hotspots in both *Exo1*^–^^/–^ and *Exo1*^DA^^/^^DA^ mice (Figure 4A). This pattern of nucleotide substitutions strongly suggests that G:C mutations are due to replication over the initial AID-induced U:G lesion without proper EXO1-dependent resection of the surrounding area and, therefore, without the consequent induction of A:T mutations by the recruitment of error-prone DNA polymerases like Polη. 

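At G:C pairs, the mutation frequency per 1000 potential mutations was 8.38 ± 1.89 (SD, n = 7) in Exo1+/+ mice and 12.1 ± 3.32 (SD, n = 8) in Exo1DA/DA mice, a rise larger than the spread between mice before adjustment (exact permutation test, p = 0.0236, Benjamini-Hochberg adjusted p = 0.166 over the family of 18 comparisons of frequencies). In Exo1-/- mice it was 10.6 ± 7.66 (SD, n = 3) and could not be separated from the Exo1+/+ value (exact permutation test, p = 0.517, adjusted p = 0.664). AID hotspots were mutated at 17.8 ± 5.33 in Exo1+/+, 29.1 ± 9.26 in Exo1DA/DA and 27.3 ± 22.3 in Exo1-/- mice (exact permutation tests against Exo1+/+, p = 0.0152 and p = 0.433, adjusted p = 0.166 and p = 0.664). Frequencies at A:T pairs were 4.53 ± 2.75 in Exo1+/+, 2.53 ± 1.18 in Exo1DA/DA and 1.97 ± 1.27 in Exo1-/- mice (exact permutation tests against Exo1+/+, p = 0.0746 and p = 0.133, adjusted p = 0.300 and p = 0.40). At Polη hotspots they fell from 6.43 ± 5.74 in Exo1+/+ to 1.86 ± 1.41 in Exo1DA/DA mice (exact permutation test, p = 0.0277, adjusted p = 0.166) and to 1.26 ± 1.13 in Exo1-/- mice (exact permutation test, p = 0.0833, adjusted p = 0.300). No comparison of frequencies passed 0.05 after adjustment. The alternative that moved the p values most was the chi-squared test of the paper on pooled counts, with p = 1.05e-22 for A:T pairs in Exo1DA/DA against Exo1+/+ mice. Without the ends of the amplicon, the exact permutation tests at A:T pairs gave p = 0.0230 for Exo1DA/DA and p = 0.0333 for Exo1-/- mice. Counting each lineage of related sequences 1 time, an alternative chosen after seeing the data, gave differences of Exo1DA/DA from Exo1+/+ mice of 1.74 at G:C pairs and -0.590 at A:T pairs (exact permutation tests, p = 0.212 and p = 0.374). Of 3 ways of taking out sequences shared between mice, chosen in the same way, keeping them in the mouse with most of them gave 5.31 at G:C pairs, removing them from all mice 4.41, and removing from Exo1DA/DA mice those shared with Exo1+/+ mice 1.95 (exact permutation tests, p = 0.00653, p = 0.00404 and p = 0.196). At A:T pairs the same 3 ways gave -2.09, -2.22 and -2.40 (exact permutation tests, p = 0.0796, p = 0.0646 and p = 0.0451). The last way takes clones with at least 6 mutations from Exo1DA/DA mice alone, which can by itself lower their frequencies. The first way took 113.3 such clones per iteration from Exo1+/+ and 13.5 from Exo1DA/DA mice, which can by itself widen the G:C rise. In this first way the G:C frequency was 6.70 in Exo1+/+ and 12.0 in Exo1DA/DA mice.

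**Figure D2:**
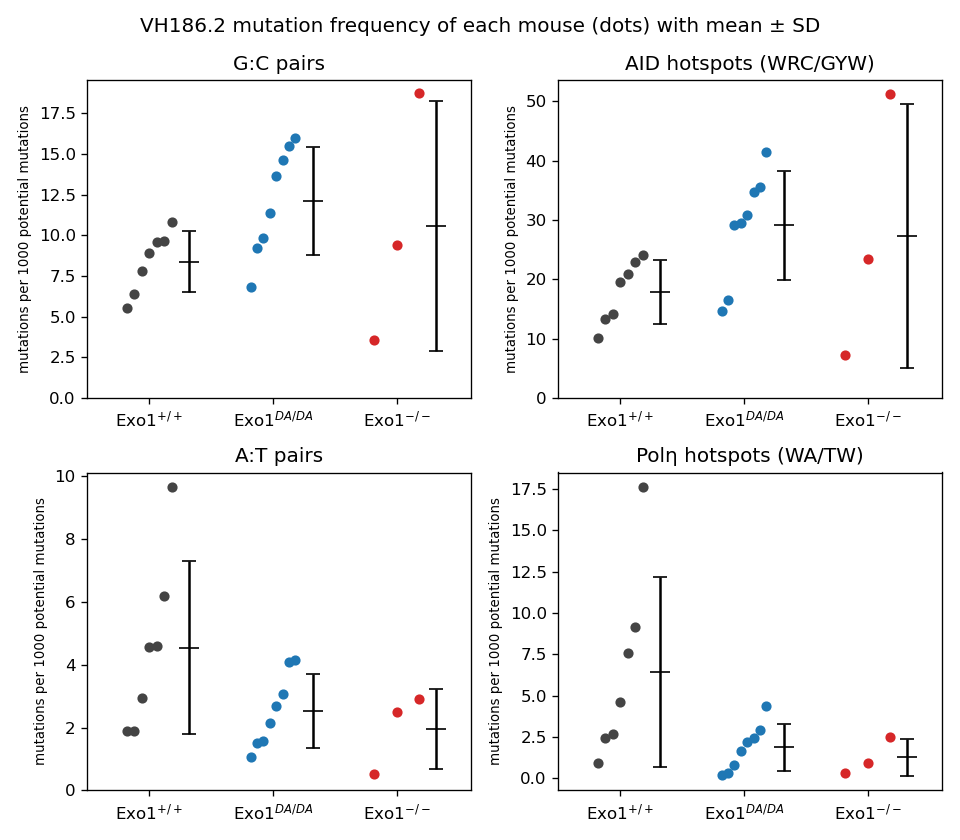
Mutation frequency of each mouse at G:C pairs, AID hotspots, A:T pairs and Polη hotspots, in mutations per 1000 potential mutations. Dots are mice and the bars beside them give the mean ± SD. At AID hotspots the 3 Exo1-/- mice span 7.25 to 51.3, and at Polη hotspots 1 Exo1+/+ mouse reaches 17.6.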

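Replication over a uracil reads it as T, which makes a transition of the G:C pair. In a comparison added after the data were seen, transitions made up 63.5% ± 13.5 (SD, n = 7) of the G:C mutations in Exo1+/+ mice, 84.0% ± 10.6 (SD, n = 8) in Exo1DA/DA mice and 74.9% ± 17.0 (SD, n = 3) in Exo1-/- mice. The rise in Exo1DA/DA mice was larger than the spread before adjustment (exact permutation test, p = 0.00808, Benjamini-Hochberg adjusted p = 0.0490 over the family of 9 comparisons formed after the data were seen and 0.131 over all 36 comparisons of genotypes). The Exo1-/- mice, with 90.6%, 77.4% and 56.8%, were not separated from Exo1+/+ mice (exact permutation test, p = 0.283, adjusted p = 0.525). In codon 33, counted from the start of VH186.2, nucleotide 98 was mostly changed by the transversion G98T. It was changed in 28.9% ± 26.7 (SD, n = 7) of the mutated clones in Exo1+/+ mice, 14.3% ± 18.0 (SD, n = 8) in Exo1DA/DA mice and 12.1% ± 18.6 (SD, n = 3) in Exo1-/- mice. Without codon 33, an alternative chosen after seeing the data, the transition share was 68.1% in Exo1+/+, 86.7% in Exo1DA/DA and 80.1% in Exo1-/- mice.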

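The mutants were compared with each other at A:T sites. Exo1DA/DA mice exceeded Exo1-/- mice by 0.564 mutations per 1000 potential mutations at A:T pairs (exact permutation test, p = 0.509, Benjamini-Hochberg adjusted p = 0.664) and by 0.601 at Polη hotspots (exact permutation test, p = 0.606, adjusted p = 0.667), less than the spread between mice of either genotype. The Exo1-/- values at A:T pairs were 2.49, 0.518 and 2.90, and those at Polη hotspots were 0.343, 0.920 and 2.52. Pooled over mice, the A:T frequency was 2.41 in Exo1DA/DA and 1.35 in Exo1-/- (chi-squared test with Yates' correction on pooled counts, p = 3.01e-13), and the Polη hotspot frequency was 2.37 against 1.15. Without the Exo1-/- mouse with dataset number 294, the pooled Exo1-/- frequency at A:T pairs was 2.71 and the difference between the means of the mutants was -0.161. At Polη hotspots, the pooled Exo1-/- frequency without this mouse was 1.53, and the difference between the means of the mutants stayed between 0.142 and 1.23 when each of their 11 mice was left out in turn.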

Interestingly, the latter defect in error-prone repair at A:T sites was less dramatic in the presence of the mutant EXO1^DA^ protein than in its complete absence (Figure 4A), suggesting that some intermediate scaffolding functions might still persist in *Exo1^DA/DA^* B cells. Consistently, while a reduction in the spread of A:T mutations across the length of the VH186.2 region, specially at Polη hotspots, could be observed in both EXO1-compromised models, *Exo1^–^^/-^*mice showed a more clear altered phenotype with its few remaining A:T mutations distributed around CDR2 (Figure 4B). On the other hand, the overall distribution and preference for mutations at G:C sites in the CDRs was maintained and even increased at non-hotspot G:C sites in *Exo1^–^^/–^ and Exo1^+/+^* mice (Figure 4B). 

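The spread of A:T mutations along VH186.2 was measured as the effective number of mutated positions, the exponential of the Shannon entropy, at 20 A:T mutations per mouse. It was 7.89 ± 1.89 positions (SD, n = 7) in Exo1+/+ mice, 4.59 ± 1.60 (SD, n = 8) in Exo1DA/DA mice and 4.93 ± 2.18 (SD, n = 3) in Exo1-/- mice. With all positions, the reduction in Exo1DA/DA mice was larger than the spread between mice (exact permutation test, p = 0.00280, Benjamini-Hochberg adjusted p = 0.0252 over a family of 9 comparisons and 0.101 over all 36 comparisons of genotypes). The difference of Exo1-/- from Exo1+/+ mice was -2.96 positions. The value of the Exo1-/- mouse was the lower in 19 and the higher in 2 of these 21 pairs of mice. The exact permutation test did not separate these genotypes (p = 0.0833, adjusted p = 0.375 over the 9). With 3 mice against 7, the smallest p this test can give is 0.0167, so it leaves a reduction in Exo1-/- mice open. Without the ends of the amplicon, an alternative chosen after seeing the data, the effective number was 7.80 ± 2.59 in Exo1+/+ and 5.65 ± 2.00 in Exo1DA/DA mice, and the reduction no longer exceeded the spread (exact permutation test, p = 0.0948). Counted as positions with at least 1% of a mouse's A:T mutations, the reduction in Exo1DA/DA mice was 5.18 positions (exact permutation test, p = 0.0687). CDR2, as IMGT delimits it, with 15 nucleotides on each side holds 24.6% of the A:T sites. It held 15.9% ± 9.66 of the A:T mutations in Exo1+/+ mice, 8.73% ± 10.9 in Exo1DA/DA mice and 28.8% ± 26.4 in Exo1-/- mice, with 58.4%, 20.2% and 7.82% in the 3 Exo1-/- mice (exact permutation test of Exo1-/- against Exo1+/+, p = 0.317, adjusted p = 0.570). The most mutated A:T position of each genotype lay at the end of the segment, nucleotide 294, which was changed in 20.8% of Exo1+/+, 28.2% of Exo1DA/DA and 19.1% of Exo1-/- clones. The largest fall at an A:T site in both mutants was at nucleotide 68, a Polη hotspot in the context CTGCAAGGCTT that was mostly changed by A68G in Exo1+/+ mice. It was changed in 9.36% of the pooled Exo1+/+ clones, 0.949% of Exo1DA/DA clones and 0.254% of Exo1-/- clones, and reached 1% of clones in 3 of the 7 Exo1+/+ mice.

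**Figure D3:**
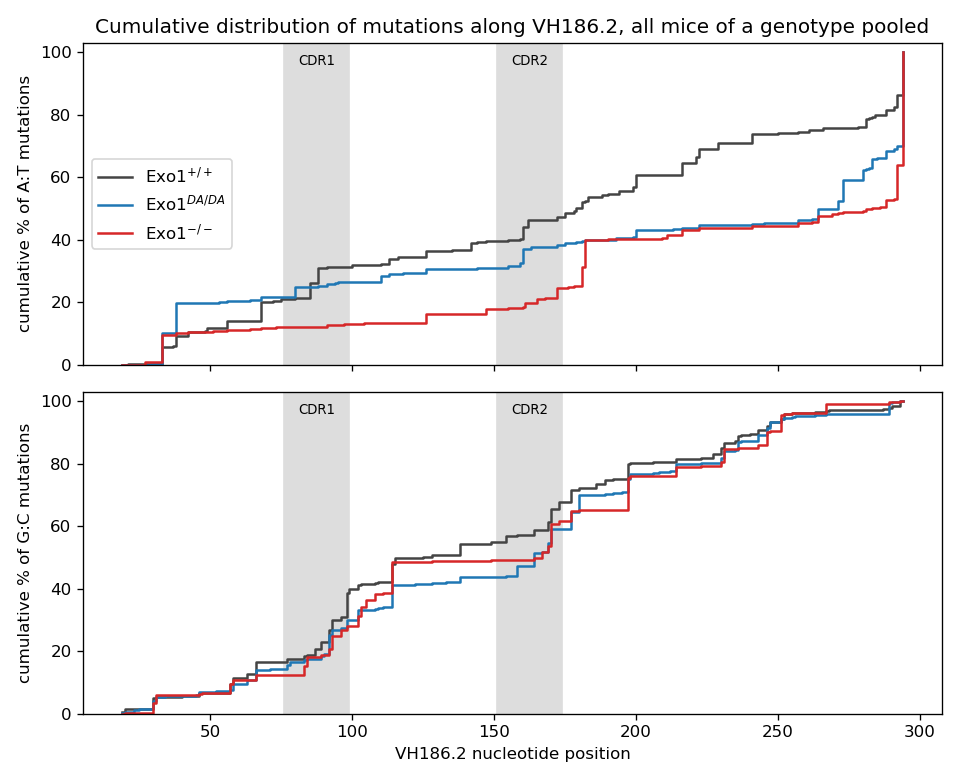
Cumulative share of A:T mutations (top, %) and of G:C mutations (bottom, %) along the VH186.2 nucleotide positions, with all mice of a genotype pooled and CDR1 and CDR2 shaded. A vertical step is a position that holds many mutations. The last step of the top plot is nucleotide 294.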

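CDR1 (nucleotides 76 to 99) and CDR2 hold 15.8% of the G:C sites. Their share of the G:C mutations was 35.4% ± 9.69 (SD, n = 7) in Exo1+/+ mice, 31.4% ± 9.70 (SD, n = 8) in Exo1DA/DA mice and 32.0% ± 5.20 (SD, n = 3) in Exo1-/- mice, without a difference beyond the spread (exact permutation tests against Exo1+/+, p = 0.434 and p = 0.583, Benjamini-Hochberg adjusted p = 0.652 and p = 0.750). Without the most mutated G:C position of each genotype, the difference from Exo1+/+ mice changed sign, to 3.61 percentage points in Exo1DA/DA and 4.36 in Exo1-/- mice. This position was nucleotide 98, inside CDR1, in Exo1+/+ mice. In Exo1DA/DA and Exo1-/- mice it was nucleotide 114 and nucleotide 197, both outside the CDRs. Leaving them out lowers the Exo1+/+ share and raises those of the mutants by construction, so the change of sign does not test the CDR preference. The frequency at G:C sites outside AID hotspots was 4.44 ± 1.36 per 1000 potential mutations in Exo1+/+, 5.06 ± 1.97 in Exo1DA/DA and 3.59 ± 1.59 in Exo1-/- mice (exact permutation tests against Exo1+/+, p = 0.485 and p = 0.367, adjusted p = 0.664 for both). Across the 146 G:C positions, the pooled profile of Exo1+/+ mice correlated with that of Exo1DA/DA mice (Pearson's r = 0.712, Spearman's rho = 0.752) and with that of Exo1-/- mice (r = 0.621, rho = 0.636). Each of these had p = 1e-05, the smallest that 100000 permutations of positions can give, in a family of 6 correlations, and positions are not independent replicates. The A:T profiles, across 130 positions, correlated with that of Exo1+/+ mice as well, with r = 0.743 and rho = 0.448 in Exo1DA/DA and r = 0.729 and rho = 0.251 in Exo1-/- mice (permutation of positions, p of at most 0.00398). Nucleotide 294, the most mutated A:T position of each genotype (20.8%, 28.2% and 19.1% of clones), weighs heavily on these r. Spearman's rho, which weighs it less, was lower. The r at A:T pairs therefore does not show that the profiles were kept at other positions. With the sequences shared between mice removed from all mice, an alternative chosen after seeing the data, Pearson's r of the G:C profiles was 0.588 in Exo1DA/DA and 0.473 in Exo1-/- mice. Nucleotide 114, an AID hotspot in the context GTGAAGCAGAG, was changed in 20.5% ± 10.3 (SD, n = 7) of the clones of Exo1+/+ mice, 36.6% ± 34.0 (SD, n = 8) of Exo1DA/DA mice and 41.0% ± 42.1 (SD, n = 3) of Exo1-/- mice, most often as G114A. The largest rises among G:C positions in Exo1DA/DA mice were C180T, from 3.14% to 30.7% of pooled clones, and G164A in CDR2, from 5.5% to 24.6%. C180T was carried by 98.1% of the clones of the mouse with dataset number 301. In Exo1-/- mice the largest was at nucleotide 197, from 17.4% to 60.9%, where the mice ranged from 4.72% to 92.0%.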

Overall, analysis of *in vivo* SHM at immunoglobulin genes suggests that the structural and enzymatic functions of Exo1 work in tandem to provide adequate error-prone MMR around AID-induced U:G mismatches.

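Ordered by the mean of the mice, the frequency at A:T pairs and at Polη hotspots was highest in Exo1+/+, lower in Exo1DA/DA and lowest in Exo1-/- mice. Taken mouse by mouse, the A:T frequency of the Exo1DA/DA mouse was the lower in 43 of the 56 pairs with an Exo1+/+ mouse, and that of the Exo1-/- mouse in 17 of 21 pairs. Between the mutants, the Exo1DA/DA mouse had the higher A:T frequency in 15 of 24 pairs and the higher Polη hotspot frequency in 13 of 24 pairs. From lower A:T and higher G:C frequencies in both mutants, and a milder A:T defect in Exo1DA/DA mice (Fig. 4A), the paper proposes that the structural and the enzymatic function of EXO1 act together in error-prone MMR around U:G mismatches.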

**Figure 4.**
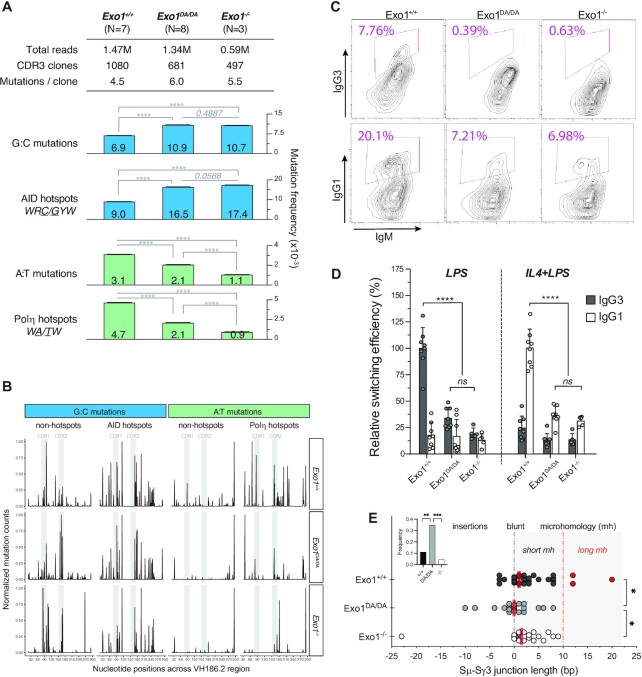
Abrogation of EXO1 or its nuclease activity impairs antibody diversification. (**A**) Global analysis of *in vivo* SHM at the VH186.2 region during primary response of NP-immunized mice. For comparison of average mutation frequencies of *Exo1^−^^/^^−^* and *Exo1^DA/DA^* to WT, contingency tables were assigned to the mutation data and Pearson's Chi-squared test with Yates’ continuity correction was applied. ****P-value < 0.0001. (**B**) Distribution of unique mutations across the VH186.2 region and its CDRs as observed during the 1000 iterations that were performed for each genotype group and normalized within each mutation subtype to maximum of 1. Mutations in G:C or A:T residues are split and are colored according to the hotspot definition for AID (WRC/GYW) or poln (WA/TW). (**C**) Representative flow cytometry profiles analyzed by FloJo showing CSR efficiency in the three denoted mouse cohorts. (**D**) Summary of *ex vivo* relative CSR efficiencies in WT (*n* = 8), *Exo1^DA/DA^* (*n* = 8) and *Exo1^−^^/^^−^* (*n* = 5) mice. As reference, mean efficiency of switching in the WT group to IgG3 after stimulation with LPS or to IgG1 after stimulation with IL4 + LPS were defined as 100% in two independent experiments. Relative percentages of switching to each isotype by animal and stimulation cocktail are depicted by dots, and bars represent mean ± SD of the replicates. The background switching to IgG1 after LPS stimulation and to IgG3 after IL4 + LPS stimulation are also shown. ****P-value < 0.0001; ns: not significant. (**E**) Distribution of blunt breakpoints (0 bp), microhomologies (from 1 to >10 bp in length) or insertions (represented as negative integers) in Sμ–Sγ3 switch junctions cloned and sequenced in *ex vivo* LPS-stimulated splenic B cells from the different genotype groups (*n* > 22 per group). Dots represent individual Sμ–Sγ3 switch junctions, and red bars denote median length in the distribution of blunt junctions, microhomologies and insertions within each group. The nonparametric Kruskal-Wallis test followed by the Dunn's post-tests were used to explore these distributions. Long microhomologies (>10 bp in length) in the wild-type group are highlighted in red, and increased frequency of insertions (as explored by Fisher's exact tests) in the *Exo1^DA/DA^* group is highlighted as an inset plot. ***P-value < 0.001.

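The chi-squared test compared mutations with potential mutations summed over the mice of a genotype. At G:C pairs there were 399019 potential mutations in Exo1+/+, 270644 in Exo1DA/DA and 179893 in Exo1-/- mice, and the chi-squared test with Yates' correction on pooled counts gave p = 4.55e-61 for Exo1DA/DA and p = 1.26e-72 for Exo1-/- against Exo1+/+. At A:T pairs the same chi-squared test on pooled counts gave p = 9.64e-52 for Exo1-/- against Exo1+/+. The test counts each potential mutation as independent, also within a clone and a mouse. Of the 6435 ways to divide the 15 Exo1+/+ and Exo1DA/DA mice into groups of 7 and 8, 60.0% gave a chi-squared p below 0.0001 for A:T mutations.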

In B lymphocytes, generating and resolving DSB intermediates are critical to ensure diversity of antibody effector functions through CSR (53–56). To determine whether the aforementioned lack of adequate ssDNA generation observed in EXO1 nuclease-deficient cells (Figure 2) bears any physiological cellular phenotype in B cells, we conducted *ex vivo* CSR experiments where DSBs at Ig switch regions are obligate intermediates in the isotype recombination process (53). To this end, B cell splenocytes were isolated from *Exo1^+/+^* (*n* = 8), *Exo1^−^^/^^−^* (*n* = 5) and *Exo1^DA/DA^* (*n* = 8) mice and subjected to lipopolysaccharide (LPS) to induce IgM to IgG3 isotype switching or LPS and interleukin-4 (IL-4) to induce IgM to IgG1 isotype switching *ex vivo* (Figure 4C). Notably, both *Exo1* mutant cohorts exhibited a significant decrease in CSR efficacy towards both IgG3 and IgG1, compared to *Exo1^+/+^* cohorts (Figure 4C and D), suggesting that EXO1 nuclease activity is critical for CSR. Next, to further explore whether EXO1 nuclease was required not only to generate the switch region DSBs themselves but also to resolve them, we cloned and sequenced Sμ-Sγ3 junctions from *Exo1^+/+^* and *Exo1^−^^/^^−^* and *Exo1^DA/DA^* mutant splenic B cells stimulated with LPS plus IL-4 for 72 h. Switch region DSBs are known to be primarily resolved by classical NHEJ (cNHEJ), though a significant subset is also repaired through microhomology-mediated alternative-NHEJ (alt-EJ), where between 1 to 30 base pairs of ssDNA microhomologies flanking the AID-induced DSB guide the aNHEJ repair process (57,58). We could observe that Sμ-Sγ3 junctions in *Exo1^DA/DA^* cells were different from those in *Exo1^+/+^* or *Exo1^−^^/^^−^* cells (Figure 4E). While *Exo1^+/+^* cells showed the expected range of 2–20bp microhomology at Sμ–Sγ3 junctions, *Exo1^−^^/^^−^* and *Exo1^DA/DA^* cells exhibited a slight decrease in long microhomologies. Furthermore, *Exo1^DA/DA^* cells were further skewed towards the use of blunt joints, with a clear increase in the number and length of insertions compared to the other two groups (Figure 4E, inset). This resembles the phenotype previously observed with the depletion of the DNA end-processing factor CtIP (59), although this notion has now been contested (60). Taken together, these results appear to suggest that while EXO1 nuclease activity contributes to the end resection mechanisms that promote microhomology-mediated aNHEJ during CSR, a catalytically-dead protein may interfere with other factors that otherwise might participate and partially compensate during aNHEJ in the complete absence of EXO1.

### The structural function of EXO1, but not its catalytic activity, is critical for meiosis

Like CSR, meiosis is another example of beneficial DSBs in normal physiology. We had previously shown that *Exo1^−^^/^^−^* mice of both sexes were sterile (5). Interestingly, *Exo1^DA/DA^* male and female mice are fertile, suggesting normal meiotic progression. To observe crossover events in pachynema, we employed two well-characterized markers of these sites: MLH1 and CDK2 (61–63), which colocalize on the paired chromosomes and the telomeres during meiotic crossing over of mouse cells. In all our genotypic cohorts, MLH1 and CDK2 localized to crossover sites and CDK2 additionally localized to telomeres (Figure 5). These crossover markers remained associated with SYCP3, chromosome cores, and/or telomeres at a frequency and intensity that is indistinguishable between *Exo1^+/+^* and *Exo1^DA/+^* and *Exo1^DA/DA^* mice (Figure 5), indicating normal meiosis progression through prophase-I. In addition, by analyzing and quantifying metaphase spreads, we could show that the number of chiasmata and bivalent chromosomes was also comparable in all groups (Figure 5). This is in contrast to our previous findings in *Exo1^−^^/^^−^* mice in which metaphase spreads predominantly displayed abnormal spindle structures with mostly achiasmatic univalent chromosomes (5). Altogether, these results suggest that EXO1 nuclease activity, but not its structural function, is dispensable during meiotic progression.

**Figure 5.**
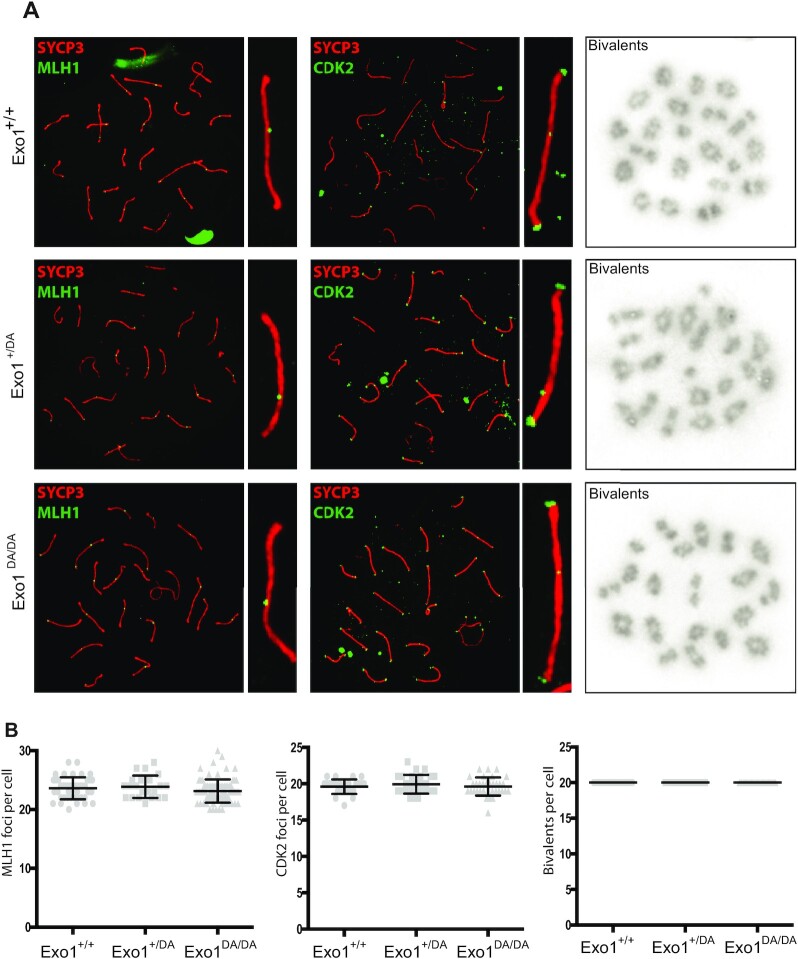
EXO1 nuclease activity is dispensable for meiosis during spermatogenesis. (**A**) MLH1 and CDK2 (green) localize to the synaptonemal complex SYCP3 (red) in WT (top), *Exo1^DA/+^* (middle), and *Exo1^DA/DA^* (bottom) in pachytene spermatocytes. Left-hand panels show merged red and green channels, while the right-hand inset shows representative merged channels of a sample chromosome showing MLH1 and CDK2 at crossover sites and additional telomere-associated CDK2. Most right panels show the quantification of bivalent chromosome pairing during pachytene. (**B**) charts show the quantitation of foci for each genotype at pachynema. Counts for WT, *Exo1^DA/+^* and *Exo1^DA/DA^* are not statistically different from each other (by unpaired *t*-test with Welch's correction). The number of cells counted is depicted in grey (at least 45 cells per genotype). Values given are the number of foci per nucleus ± S.D.

## DISCUSSION

As exemplified in this study, EXO1 fulfills many complex even contradictory functions ranging from maintaining genomic stability to promoting immune diversity as well as meiotic recombination. We specifically were interested in dissecting the distinct contributions of the catalytic and scaffolding functions of EXO1 in each of these genome maintenance processes *in vivo* by comparing the phenotypes of *Exo1^+/+^*, *Exo1^DA/DA^* and *Exo1^–^^/–^* mice. The N-terminal fragment of EXO1 encodes the nuclease domain bearing the HNPCC-associated E109K mutation, which apparently compromised EXO1 nuclease activity *in vitro* when assayed using tagged N-terminal fragments of both mouse and human EXO1 (5,29). However, recent studies in which the authors were finally able to isolate the full-length human EXO1^E109K^, without using any N-terminal tag, showed retention of significant nuclease activity (30,31). A possible explanation for these conflicting observations could be related to structural instability in the EXO1^E109K^ mutant N-terminal fragment, together with the presence of a 6xHis-tag used for purification, which could both interfere with EXO1 enzymatic activity. Consistent with these observations, canonical and non-canonical MMR (SHM and CSR in B cells) were not affected in *Exo1^EK/EK^* mice. Yet, *Exo1^EK/EK^* mice showed increased cancer predisposition and displayed defective DDR and DSBR (5). This unexpected limited phenotype might be related to the recently indentified overlap of the EXO1 nuclease domain with a PAR-interaction (PIN) domain, which has been proposed to facilitate recruitment and resection functions of EXO1 during DSBR (64). Here, we bypassed those issues by creating and characterizing a novel *Exo1^DA/DA^* knock-in mouse model carrying the nuclease-dead EXO1-D173A mutation (33,34) that represented an optimal *in vivo* system allowing us to more precisely dissect potential structural and catalytic functions of EXO1 in different mammalian genome maintenance processes. Although a miniscule residual nuclease activity was observed in purified human EXO1-DA *in vitro* (28,29), this does not seem to translate into *in vivo* function in either yeast or humans (33–35).

Our results suggest that EXO1 may have a 3-tier function in the various DDR processes in which it participates. This 3-tier approach depends on differential requirements for the catalytic vs. scaffolding domains of EXO1: catalytic, scaffolding, or both. They also seem to suggest that the complexity of the DDR mechanism somehow directs what activities of EXO1 are needed. In addition to the differential role of EXO1 nuclease domain in various DDR pathways, recent yeast studies have highlighted the important of EXO1’s unstructured C terminal domain for critical protein-protein interactions such as the binding with MSH2 and MLH1 (17,18,65). These studies also highlight the potential of EXO1 independent resection via either Rad27 or MLH1-PMS2 during MMR (17,18). Our poposed rationale for EXO1’s 3-tier function is in agreement with these studies and provide what is arguably the first demonstration of the biological importance of EXO1 scaffold function.

In tier-1, we show here that the role of EXO1 in canonical DDR pathways, such as error-free MMR and DSBR, are primarily mediated by EXO1 nuclease activity. In our assay measuring the MMR of spontaneous genomic mutations, mutation frequencies were similar between EXO1 depleted (*Exo1^−^^/^^−^*) and EXO1 nuclease-dead (*Exo1^DA/DA^*) mouse models. Similarly, DSBR analyses through DNA end resection assays showed indistinguishable responses in these same mouse models. Furthermore, *Exo1*^DA/DA^ and *Exo1^–^^/-^* mice exhibited similarly reduced survival due to the development of lymphomas, sarcomas, and gastrointestinal adenocarcinomas. These data suggest that error-free DNA repair through MMR and DSBR requires EXO1 resection activity and little or no distinct effects from its scaffolding function. Or that these two activities are completely epistatic or redundant in these particular repair mechanisms.

That EXO1 is involved in two dichotomous DDR pathways, namely error-free and error-prone MMR and DSBR, has been well documented. EXO1 can also be involved in other repair mechanisms such as post-replication repair but we focus on the former two in this study (66,67). SHM and CSR are two immune diversification mechanisms in B cells that specifically require non-canonical error-prone MMR and DSBR, respectively (68,69). What was unexpected, though, is that during these two error-prone DNA repair processes, EXO1 seems to depend on both its catalytic and non-catalytic scaffolding functions (tier-2). EXO1 seems to initiate both SHM and CSR processes through its nuclease activity in the first instance. That is why our SHM analysis revealed a general increase in replication-fixed unrepaired C:G mutations and a decrease in error-prone introduced A:T mutations in both *Exo1^DA/DA^* and *Exo1^–^^/–^* models, which is in line with other MMR factor deletions, including MSH2 or MSH6 depletion (68,69). Likewise, the overall decrease of IgM to IgG1 and IgG3 switching was comparable in the two mutant *Exo1* mouse models which in turn are comparable to canonical MMR factors MSH2/MSH6 double deletion (69), suggesting that the overall instigation of DSBs at switch junctions and their resolution by cNHEJ highly depend on EXO1 nuclease activity. However, upon further analysis of SHM mutation patterns, we could observe that while the increase in G:C mutations fixed by replication at AID-associated hotspot mutations were comparable between *Exo1^DA/DA^* and *Exo1^−^^/^^−^*, the recruitment of error-prone mechanisms and Polη-mediated mutations at A:T sites where only intermediary impaired in *Exo1^DA/DA^* compared to *Exo1^–^^/–^* B cells. These data suggest that during complex error-prone MMR repair, additional scaffolding functions of EXO1 are also needed. 

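With each mouse left out in turn, the difference in G:C frequency between Exo1DA/DA and Exo1+/+ mice stayed between 3.19 and 4.5 per 1000 potential mutations, and that in A:T frequency between -2.44 and -1.15. For Exo1-/- against Exo1+/+ mice, the A:T difference stayed between -3.03 and -1.71, while the G:C difference ranged from -1.89 without the mouse with dataset number 294 to 5.70 without the mouse with dataset number 295.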

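At AID hotspots, Exo1DA/DA mice exceeded Exo1-/- mice by 1.74 mutations per 1000 potential mutations (exact permutation test, p = 0.873, Benjamini-Hochberg adjusted p = 0.873 over the 18 comparisons of frequencies). The 3 Exo1-/- mice had 23.4, 51.3 and 7.25, and the 8 Exo1DA/DA mice ranged from 14.6 to 41.5. Pooled over mice, the frequency was 32.1 in Exo1DA/DA and 37.3 in Exo1-/- mice (chi-squared test with Yates' correction on pooled counts, p = 3.34e-07). Without the mouse with dataset number 294, the pooled Exo1-/- frequency was 14.6.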

The rationale for how that could happen include: i) a passive reason, where nuclease-dead EXO1 could be recruited to sites of DNA mismatches, but its lack of nuclease activity could act as a dominant negative, thereby preventing subsequent downstream MMR signaling. However, this rationale should also apply for canonical MMR as well, which we did not observe in our assays. Another explanation could be the result of ii) an active scaffolding function of EXO1, which diversifies its function. In this sense, PCNA was shown to bind and increase EXO1 processivity at DSB sites (17,18,70,71), and PCNA is required for A:T mutagenesis during error-prone MMR through its recruitment of Polη (21). It is plausible that PCNA might still be recruited by the retained scaffolding functions of the mutant EXO1^DA^ protein and result in partial functionality, which would not otherwise occur in the complete absence of EXO1. Hence, such a scaffolding function might contribute to the intermediate phenotype we observed in *Exo1^DA/DA^* mice during the error-prone MMR phase that introduces A:T mutations during SHM in B cells.

Further supporting tier-2 in B cells, we also observed independent contributions from the nuclease and scaffolding functions of EXO1 during CSR. Two variants of error-prone DSBR, namely cNHEJ and microhomology-mediated alt-EJ, are known to contribute during CSR, which can be roughly dissected by studying antibody S-S junctions (53). Our data highlight that *Exo1^DA/DA^* mice show a clear preference for blunt-end NHEJ with an average of 0 bp S–S overlap compared to *Exo1^−^^/^^−^* B cells that show about 2–3 bp of S–S microhomology overlap. *Exo1^DA/DA^* cells also have a decreased propensity for long microhomologies at the S–S junctions and at the same time an increased propensity for insertions. This again could be explained by a (i) passive dominant-negative effect of the *Exo1^DA/DA^* protein manifesting longer than usual residency period on DSB sites. But it could also be argued that (ii) in complex scenarios such as during the competition between NHEJ and alt-EJ at S–S junctions, EXO1 can fulfill a more complex role than the basic nuclease activity primarily required for HR. This complexity could be mostly attributed to high selection for NHEJ and alt-EJ at S-S junctions where EXO1 is not expected to fulfill a catalytic role but rather a scaffolding one. The recruitment of EXO1 by CtIP or DNA2 nucleases which are shown to bind, recruit, and synergize with EXO1 nuclease activity, might contribute to this S–S junction process through an EXO1 scaffolding role.

Finally, our data show that while EXO1 catalytic activity is completely dispensible for apparently normal meiotic progression, it is critically dependent on the presence of EXO1 protein. This tier-3 scaffolding EXO1 function is surprising because meiosis is considered a specialized and unique form of a hybrid between error-prone HR and MMR which contributes to organismal diversity (72,73). It is not clear why EXO1 nuclease activity is not required in meiosis, but it is consistent with budding yeast studies, which confirm our findings and further suggest that the nickase activity of the MLH1–MLH3 complex is responsible for crossover formation; albeit dependent on EXO1 protein but not on EXO1 nuclease activity (34). This could explain why both sexes of *Exo1^−^^/^^−^* mice are sterile (74). Furthermore, recent studies in *Exo1^DA^^/DA^* mice showed that EXO1 is not an important contributor to 5′ to 3′ end resection in murine meiosis or is substantially redundant with other resection activities (74). In fact, recent studies suggest that EXO1 facilitates the MLH1-MLH3 nuclease activity in meiosis (33,75) and EXO1 protein but not its nuclease activity might mediate the DNA nicks protection during meiotic crossover (76).

In conclusion, we show that EXO1 fulfills 3-tier activity in genome maintenance depending on the process it is involved in and the complexity of that DNA repair process. One tier is predominantly dependent on the nuclease function of EXO1 such as canonical MMR and DSBR. Another tier depends primarily on the scaffolding function, such as meiosis, and a final tier depends on the concerted act of nuclease and scaffolding functions during non-canonical repair processes in B cells for antibody diversification.

## DATA AVAILABILITY

Sequencing data are available through GEO accession GSE183344. Mutation analysis scrpits are on Github: https://gitlab.com/maccarthyslab/SHMPrep and https://gitlab.com/maccarthyslab/SHMServer.

## Supplementary Material

gkac616_Supplemental_File Click here for additional data file.

# Supplementary material for: Role of EXO1 nuclease activity in genome maintenance, the immune response and tumor suppression in Exo1D173A mice
**Source:** Nucleic Acids Res. 2022 Jul 18;50(14):8093–106. doi: 10.1093/nar/gkac616
**Supplement:** gkac616_Supplemental_File

Figure S1

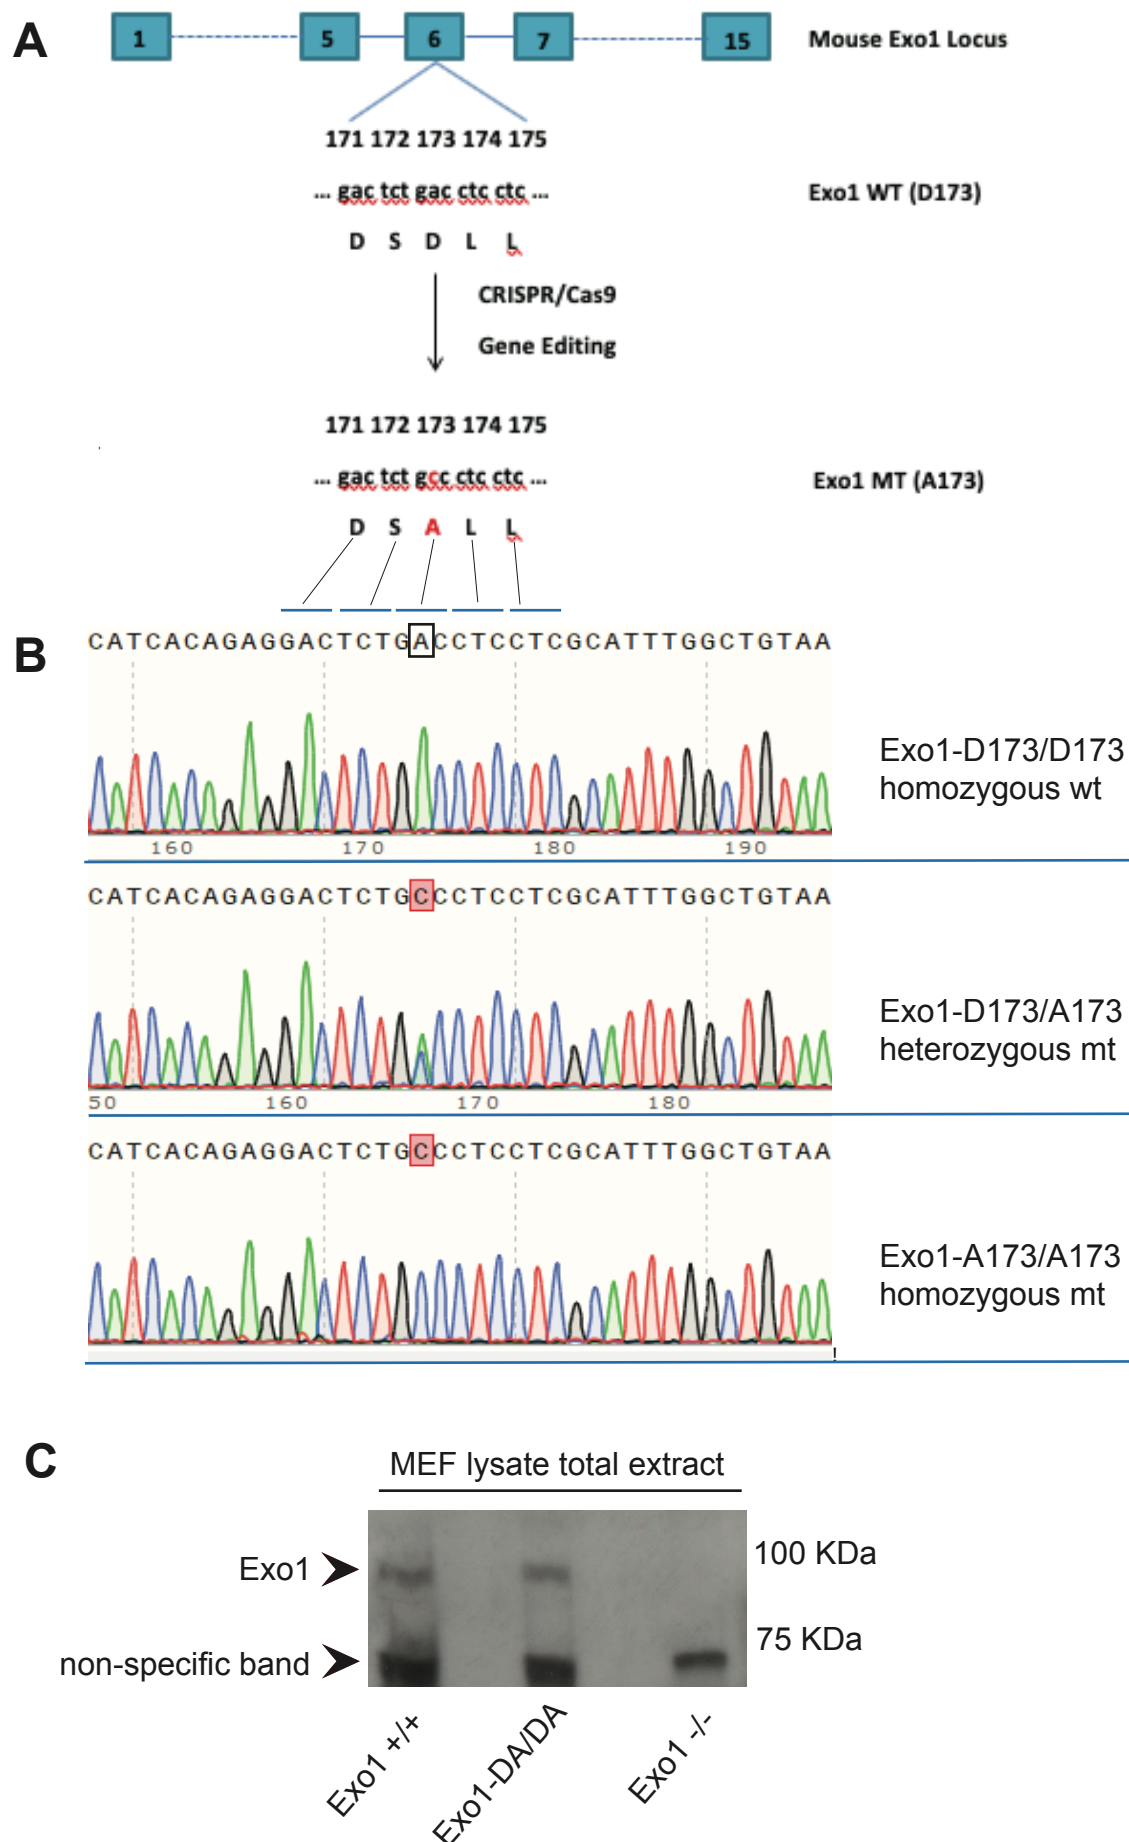

**Figure S1:** Generation of *Exo1*<sup>DA/DA</sup> mice. A) The mouse Exon1 DA allele was generated by CRISPR/Cas9 mediated gene editing and carries a one-nucleotide substitution mutation (A to C) at codon 173 in exon 6 of the Exon1 gene to generate the amino acid substitution D173A. B) Mouse cohorts were screened using PCR and Sanger sequencing to identify offspring carrying the desired genetic mutation, as depicted. C) Further western blot analysis using mouse embryonic fibroblasts extracts from various cohorts along with an anti-Exo1 antibody confirms the maintenance and stability of Exo1 protein in wild type and DA mutant cells.

**Figure S2**

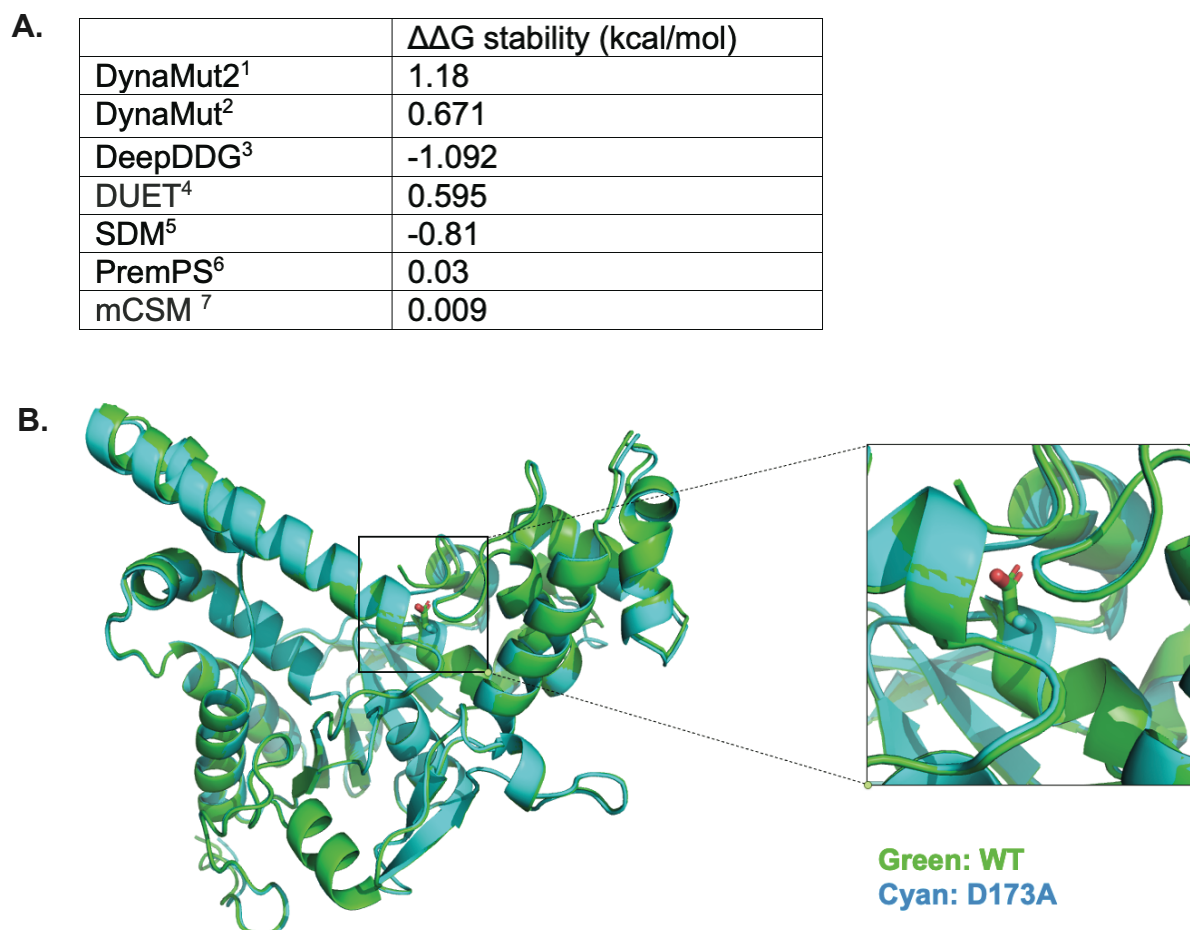

**Figure S2:** Structural analysis of EXO1-D173A protein compared to EXO1-WT. A) Structure based stability prediction upon D173A mutation. PDB file 3qeb was used as the WT structure, and  $\Delta\Delta G$  was calculated using web based programs. Positive values mean increased stability, while negative values suggest decreased stability upon mutation. Generally, the programs do not predict a large change in  $\Delta\Delta G$ , suggesting a minor or no change in structural perturbation upon mutation. B) Structural comparison of the nuclease domains of WT and D173A. The structures of the nuclease domains were calculated using AlphaFold using amino acid 1-352. Residues beyond residue 352, predicted to be highly unordered without a stable structure, were not used in the structural prediction. The two structures have an RMSD of 0.3 Å, suggesting D173A mutation does not bring in significant structural changes.

## References

- Rodrigues, C. H. M.; Pires, D. E. V.; Ascher, D. B., DynaMut2: Assessing changes in stability and flexibility upon single and multiple point missense mutations. *Protein Science* **2021**, 30 (1), 60-69.
- Rodrigues, C. H.; Pires, D. E.; Ascher, D. B., DynaMut: predicting the impact of mutations on protein conformation, flexibility and stability. *Nucleic Acids Research* **2018**, 46 (W1), W350-W355.
- Cao, H.; Wang, J.; He, L.; Qi, Y.; Zhang, J. Z., DeepDDG: Predicting the Stability Change of Protein Point Mutations Using Neural Networks. *J Chem Inf Model* **2019**, 59 (4), 1508-1514.
- Pires, D. E.; Ascher, D. B.; Blundell, T. L., DUET: a server for predicting effects of mutations on protein stability using an integrated computational approach. *Nucleic Acids Res* **2014**, 42 (Web Server issue), W314-9.
- Worth, C. L.; Preissner, R.; Blundell, T. L., SDM--a server for predicting effects of mutations on protein stability and malfunction. *Nucleic Acids Res* **2011**, 39 (Web Server issue), W215-22.
- Chen, Y.; Lu, H.; Zhang, N.; Zhu, Z.; Wang, S.; Li, M., PremPS: Predicting the impact of missense mutations on protein stability. *PLoS Comput Biol* **2020**, 16 (12), e1008543.
- Pires, D. E.; Ascher, D. B.; Blundell, T. L., mCSM: predicting the effects of mutations in proteins using graph-based signatures. *Bioinformatics* **2014**, 30 (3), 335-42.

How the deposited data were processed for this re-analysis (not part of the article)

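Mutations of VH186.2 were analysed in spleen cDNA of 18 mice (7 Exo1+/+, 8 Exo1DA/DA, 3 Exo1-/-), taken on day 10 after a single immunization with NP-CGG. The authors assembled paired reads, collapsed them by molecular identifier, assigned V, D and J usage and CDR3 clones with IMGT/HighV-QUEST and drew 1 sequence per CDR3 clone in 1000 iterations. The deposited lists are neither read counts nor normalized values. Each line is 1 mutation, and the numerical column used is its nucleotide position, with the germline base, the new base, the motif, the iteration and a dataset number. The versions of the authors' programs are not stated in the paper, and the read depth of a mouse is not contained in the lists.

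From the lists, the number of times a sequence was drawn, divided by 1000, served as its weight. The weighted sum of sequences is the number of mutated clones per iteration and that of mutations the number of mutations per iteration. Unmutated sequences have no line, so the denominators contain mutated clones, 911.0 per iteration in Exo1+/+, 617.9 in Exo1DA/DA and 410.7 in Exo1-/- mice. The germline sequence of nucleotides 19 to 294, rebuilt from the lists, is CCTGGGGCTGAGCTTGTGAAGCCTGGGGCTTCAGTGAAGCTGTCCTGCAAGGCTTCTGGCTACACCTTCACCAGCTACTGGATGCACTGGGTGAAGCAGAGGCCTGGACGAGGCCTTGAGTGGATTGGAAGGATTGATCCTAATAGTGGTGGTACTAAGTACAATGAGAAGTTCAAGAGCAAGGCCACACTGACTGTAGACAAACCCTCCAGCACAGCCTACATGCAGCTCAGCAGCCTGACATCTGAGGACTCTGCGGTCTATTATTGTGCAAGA, and each position has the same base and motif in the 3 lists. Hotspot sites are those the authors marked. CDR1 (nucleotides 76 to 99) and CDR2 were those of IMGT.

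The unit of replication was the mouse. Genotypes were compared by 2-sided exact permutation tests of the difference of means over all 6435, 120 or 165 divisions of the mice, with Benjamini-Hochberg adjustment within families of 18 comparisons of frequencies, 9 of positions and 9 of the A:T share, the transition share and the mutations per clone. The A:T share and the transition share, and with them the last family, were added after the data were seen, and so was an adjustment over all 36 comparisons together. The effective number of positions was the mean over 2000 draws of 20 A:T mutations from each mouse. Profiles were correlated across positions with 100000 permutations. The positions named in the text are the most mutated position of each genotype in each of 4 subtypes, the 2 positions of each base pair with the largest rise and the 2 with the largest fall in each mutant, and codon 33, a rule set before the data were examined. Not each of these positions is given. Alternatives covered the iterations, the counting of distinct mutations, the positions, the mice, the denominator, the hotspot definitions and the test. Counting each lineage 1 time, 3 ways of taking out shared sequences (kept in the mouse with most of them, removed from all mice, or removed from Exo1DA/DA mice where they matched Exo1+/+ mice), the clone numbers of Figure 4A, and leaving out the ends or codon 33 for the spread and the CDR shares were added after the data were seen. A lineage joined sequences of a mouse with at least 4 mutations and a Jaccard index of at least 0.7, and shared sequences had at least 6 mutations and the same index between mice. The steps were tested on simulated data. The frequencies behind 4 simulated mutation lists (144 values) were recovered without error, and lineages and shared sequences planted in 10 further lists were recovered in all 10. The permutation test was run on 400 simulated comparisons of 8 and 7 mice without a difference, of which 27 had a p below 0.05, and on 400 with A:T mutations at 0.4 of Exo1+/+, of which 394 did. All but a few of these drew the values of the mice directly and not through a mutation list. The simulated mice varied with an SD of 0.4 on the log scale. In the data, the A:T difference was smaller (Exo1DA/DA at 0.558 of Exo1+/+), and Exo1+/+ mice had 4.53 ± 2.75 (SD, n = 7). The 394 of 400 is therefore no estimate of the power of the test on the data. Comparisons with 3 mice in a group were not simulated. The first 100 of the comparisons without a difference held 10 of the 27. The correlation of profiles was not tested on simulated data. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. No genome or V gene sequence was used, so reads of related V genes could not be searched for, and the gene symbol was taken from a RefSeq gene table of GRCm38.p6. The class switch, survival, tumour and repair experiments of the paper were not analysed here.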

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

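The alternatives were set before the data were examined, except counting each lineage 1 time, the 3 ways of taking out shared sequences, the clone numbers of Figure 4A, the iterations, ends and codon 33 for the spread and the CDR shares, and all alternatives for the A:T share and the transition share. The threshold in this section is a p of 0.05 without adjustment. After adjustment no comparison of frequencies passed, and over all 36 comparisons of genotypes together the lowest adjusted p was 0.101. Differences are in mutations per 1000 potential mutations unless another unit is given. Reversals are counted against the differences between the means of the mice, also where an alternative pools the mice. Either set of iterations, the earlier or the later, left each difference on its side of the threshold, as did clones times sites as the denominator. Apart from leaving out mice, 168 comparisons under alternatives set before the data were examined kept their direction and their side of the threshold, while 14 reversed, 5 no longer passed the threshold, 15 came to pass it and 2 without a test moved by more than the spread between mice. Of those under alternatives added later, 22 reversed, 5 no longer passed the threshold, 3 came to pass it and the others kept both. No paired analysis was possible because the dataset numbers of the lists are not tied to the mouse numbers that Exo1+/+ and Exo1-/- mice share in the labels.

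Without the ends of the amplicon, the A:T differences from Exo1+/+ mice passed the threshold, at -2.25 for Exo1DA/DA and -2.86 for Exo1-/- mice. So did the Polη hotspot difference of Exo1-/- mice, at -5.42, and the non-hotspot A:T difference of Exo1DA/DA mice, at -1.12, while the Polη hotspot difference of Exo1DA/DA mice, at -4.18, came to p = 0.0500 in the exact permutation test and no longer passed. Without the single most mutated position of the subtype, the A:T difference of Exo1DA/DA mice (-2.39), their non-hotspot A:T difference (-1.19) and the Polη hotspot difference of Exo1-/- mice (-5.45) passed as well. The mutations per clone of Exo1-/- against Exo1+/+ mice changed sign without the ends (0.0394), without codon 33 (0.170), with distinct mutations (0.0122), with lineages (0.610) and with shared sequences kept in 1 mouse (0.568) or removed from all mice (0.690), from -0.0401 with all positions and clones. The cause was not tested.

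When each distinct mutation was counted 1 time per genotype, the difference of Exo1DA/DA from Exo1+/+ mice was 0.0825 at G:C pairs and 0.177 at AID hotspots. The scale is lower for each genotype (0.403 at G:C pairs in Exo1+/+ mice, against 8.78 for all mutations pooled). There were 283.8, 205.8 and 133.0 distinct mutations per iteration in Exo1+/+, Exo1DA/DA and Exo1-/-. The differences between the mutants were -0.0132 and -0.175, opposite in sign to those between the means of the mice (1.55 and 1.74). With all mutations pooled they were already -1.01 and -5.21, so the reversal came with pooling and not with counting distinct mutations. As ratios to Exo1+/+, both mutants came to 1.20 to 1.56 at G:C pairs and AID hotspots and 0.707 to 0.952 at A:T pairs and Polη hotspots. Distinct mutations need not grow in proportion to clones, so these ratios still depend on clone numbers. With WRCY/RGYW as the AID hotspot, the difference of Exo1DA/DA from Exo1+/+ mice was 9.17. With the C of AGC and the G of GCT as the hotspot (19 sites), it was 4.80. Both were no longer past the threshold, and the differences between the mutants reversed to -3.49 and -0.204. TW sites alone gave -0.597 for Polη hotspots in Exo1DA/DA against Exo1+/+ mice, no longer past the threshold. The cause of the changes under other hotspot definitions was not tested.

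Under the chi-squared test on pooled counts, Exo1-/- against Exo1+/+ mice passed the threshold at G:C pairs (5.20), AID hotspots (18.4), A:T pairs (-2.54) and Polη hotspots (-4.49), as did Exo1DA/DA against Exo1+/+ mice at A:T pairs (-1.49). Between the mutants, the A:T (1.05) and Polη hotspot (1.22) differences passed, and the G:C (-1.01) and AID hotspot (-5.21) differences reversed. Non-hotspot A:T differences passed for Exo1DA/DA (-0.508) and Exo1-/- (-1.47) against Exo1+/+ mice and between the mutants (0.963). Non-hotspot G:C differences passed for Exo1DA/DA against Exo1+/+ (0.430) and against Exo1-/- mice (0.739). By construction, this test counts potential mutations (clones times sites times 3 substitutions) as the units and weights each mouse by its clones.

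The reduced spread of A:T mutations in Exo1DA/DA mice was -5.18 positions by the count of positions with at least 1% of the A:T mutations, no longer past the threshold, and -2.16 without the ends of the amplicon, also no longer past it (exact permutation test, p = 0.0948), where the difference between the mutants reversed to 0.953. It stayed past the threshold by the inverse Simpson index and without equalising. The CDR2 share of Exo1-/- against Exo1+/+ mice reversed to -0.300 percentage points with CDR2 alone, and the share of Exo1DA/DA against Exo1-/- mice passed the threshold, at -37.2, without the positions at the end of the segment and, at -37.7, without both ends. For the share of G:C mutations in the CDRs, Kabat CDRs gave 5.19 for Exo1DA/DA against Exo1+/+ and 8.68 against Exo1-/- mice, both reversed. Leaving out the most mutated position gave 3.61 for Exo1DA/DA and 4.36 for Exo1-/- against Exo1+/+ mice, also reversed. That position lay in CDR1 in Exo1+/+ mice and outside the CDRs in the mutants, which moves these differences upward by construction. The CDR share also reversed without codon 33 in Exo1DA/DA against Exo1+/+ (0.994) and Exo1-/- mice (3.55), and between the mutants without the ends (0.450). The cause of the other changes was not tested.

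Counting each lineage 1 time took the differences of Exo1DA/DA from Exo1+/+ mice below the threshold at G:C pairs (1.74) and AID hotspots (6.18), and brought the spread of A:T mutations in Exo1-/- mice past it (-3.47 positions). It reversed the differences between the mutants at G:C pairs (-0.355), AID hotspots (-3.55) and Polη hotspots (-0.0116), in mutations per clone (-0.0764) and in the CDR share of G:C mutations (1.65 percentage points), and those of Exo1DA/DA from Exo1+/+ mice at non-hotspot G:C (-0.112) and A:T sites (0.223). The Polη hotspot difference of Exo1DA/DA from Exo1+/+ mice stayed past the threshold without adjustment. The cause was not tested.

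Removing from Exo1DA/DA mice the sequences shared with Exo1+/+ mice took their differences from Exo1+/+ mice below the threshold at G:C pairs (1.95) and AID hotspots (6.75), brought that at A:T pairs past it (-2.40), and reversed those at non-hotspot G:C sites (-0.0569) and in mutations per clone (-0.0818). Between the mutants it reversed the differences at G:C pairs (-0.245) and AID hotspots (-2.73), in mutations per clone (-0.0417) and in the CDR share of G:C mutations (1.13 percentage points). Since it takes clones with at least 6 mutations from Exo1DA/DA mice alone, it can by itself lower their frequencies. Removing shared sequences from all mice reversed the differences between the mutants at Polη hotspots (-0.138) and in the CDR share of G:C mutations (0.809 percentage points). The cause was not tested.

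Leaving out each mouse in turn changed the sign or the call of some differences, with the following ranges. For Exo1-/- against Exo1+/+, the differences ran from -1.89 (without dataset 294) to 5.70 (without dataset 295) for G:C, from -2.49 (without dataset 294) to 19.5 (without dataset 295) for AID hotspot, from -6.08 (without dataset 290) to -3.30 (without dataset 287) for Polη hotspot, from -1.55 (without dataset 294) to 1.32 (without dataset 295) for mutations per clone, from -3.60 (without dataset 295) to -1.70 (without dataset 293) for spread of A:T mutations, from -1.87 (without dataset 294) to 23.4 (without dataset 295) for share of A:T mutations in or around CDR2. For Exo1DA/DA against Exo1-/-, the differences ran from -1.96 (without dataset 295) to 5.64 (without dataset 294) for G:C, from -8.29 (without dataset 295) to 13.7 (without dataset 294) for AID hotspot, from -0.161 (without dataset 294) to 1.03 (without dataset 295) for A:T, from -0.485 (without dataset 294) to 1.19 (without dataset 293) for non-hotspot A:T, from -0.456 (without dataset 295) to 2.41 (without dataset 294) for mutations per clone, from -14.8 (without dataset 294) to 5.05 (without dataset 295) for share of mutations at A:T pairs, from -1.60 (without dataset 293) to 0.306 (without dataset 295) for spread of A:T mutations, from -3.11 (without dataset 294) to 2.07 (without dataset 293) for share of G:C mutations in CDR1 and CDR2. For Exo1DA/DA against Exo1+/+, the differences ran from -2.44 (without dataset 290) to -1.15 (without dataset 287) for A:T, from -5.48 (without dataset 290) to -2.70 (without dataset 287) for Polη hotspot, from -10.4 (without dataset 303) to -4.19 (without dataset 287) for share of A:T mutations in or around CDR2. The call at A:T pairs in Exo1DA/DA against Exo1+/+ mice passed the threshold without dataset 289 (-2.44) or 290, and that at Polη hotspots no longer passed without dataset 286 (-4.11), 287 (-2.70) or 1 further Exo1+/+ mouse (-4.37). In Exo1-/- against Exo1+/+ mice, the Polη hotspot difference passed without dataset 290 (-6.08) and the spread of A:T mutations without dataset 289 (-3.28). The CDR2 share of Exo1DA/DA against Exo1+/+ mice passed without dataset 303. The cause was not tested.

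The number of mice limits the comparison of Exo1-/- with Exo1+/+ mice most, since 3 mice against 7 reach at best p = 0.0167 in the exact permutation test. With 1 of the 3 mice left out, the smallest p of this test is 0.0556. The lists give clones after collapsing, so how many reads stand behind a clone could not be weighed.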

Differences from the paper's values

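At AID hotspots, the pooled frequency was 18.9 per 1000 potential mutations in Exo1+/+ and 32.1 in Exo1DA/DA mice, against the paper's values of about 9.0 and about 17 in Fig. 4A, read by eye. None of the alternatives set before the data were examined closed either gap, and neither did the clone numbers of Figure 4A, chosen after seeing the values, with 15.7 and 29.1. The ratio of the frequency here to that of the paper was 2.1 in Exo1+/+, 1.89 in Exo1DA/DA and 2.19 in Exo1-/- mice, close to a common factor, and between 1.13 and 1.28 for G:C pairs, A:T pairs and Polη hotspots. The lists mark 43 sites as AID hotspots, and the paper's text does not give its number of sites. Relative to Exo1+/+, where such a factor cancels, AID hotspots were at 1.70 in Exo1DA/DA and 1.97 in Exo1-/- mice, against a ratio of about 1.9 in both from Fig. 4A, read by eye. Without dataset 294 the pooled AID hotspot frequency of Exo1-/- mice was 14.6, below the Exo1+/+ value.

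The paper states that A:T mutations were reduced in both mutants. Per mouse, the exact permutation test gave p = 0.0746 for Exo1DA/DA and p = 0.133 for Exo1-/- mice. The reduction passed the threshold (a p of 0.05 without adjustment, here and below) in both without the ends of the amplicon and under the chi-squared test on pooled counts, and in Exo1DA/DA mice also without the single most mutated position, without dataset 289 or 290 and, in an alternative chosen after seeing the values, with the sequences shared with Exo1+/+ mice removed from Exo1DA/DA mice. This removal takes highly mutated clones from Exo1DA/DA mice alone and can by itself lower their frequency. The paper states the same of Polη hotspots, where Exo1-/- mice had p = 0.0833 in the exact permutation test, and passed without the ends, without the single most mutated position, without dataset 290 and under the chi-squared test. The paper states that G:C and AID hotspot mutations were increased in both mutants. In Exo1-/- mice the exact permutation tests gave p = 0.517 and p = 0.433, and only the chi-squared test on pooled counts passed among the settings that were run. The paper describes the A:T defect as milder in Exo1DA/DA than in Exo1-/- mice. The difference here was 0.564 at A:T pairs (exact permutation test, p = 0.509) and 0.601 at Polη hotspots (p = 0.606 in the same exact permutation test), and the chi-squared test on pooled counts called both.

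The paper describes a narrower spread of A:T mutations in both mutants. In Exo1-/- mice the difference was -2.96 positions (exact permutation test, p = 0.0833), and it passed without dataset 289 and with each lineage counted 1 time, an alternative chosen after seeing the data. The paper places the remaining A:T mutations of Exo1-/- mice around CDR2. The share there was 12.9 percentage points above that of Exo1+/+ mice (exact permutation test, p = 0.317), and 7.82% to 58.4% in the 3 mice. The paper describes an increase at non-hotspot G:C sites in a sentence that names Exo1-/- and Exo1+/+ mice, so it is not clear which comparison is meant. With both mutants set against Exo1+/+ mice, the difference here was 0.624 in Exo1DA/DA and -0.848 in Exo1-/- mice, neither past the threshold, and the chi-squared test on pooled counts called the increase in Exo1DA/DA mice (p = 0.0362).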

Other observations

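The tests on the size of the largest Exo1-/- dataset, on the shared 5 mutations, on carryover between genotypes, on a related V gene, on shared sequences as a cause of the A:T and G:C differences and on the A:T share of dataset 295 were chosen after the results were seen.

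The pooled A:T frequency of Exo1-/- mice, 1.35, was the lowest of the genotypes. Without the mouse with dataset number 294, which has the most clones, it was 2.71, inside the range of the Exo1+/+ mice, 1.88 to 9.66. This is consistent with 1 mouse setting the pooled Exo1-/- value. A biological difference between the Exo1-/- mice was not tested and stays open.

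Across all 6435 regroupings of the Exo1+/+ and Exo1DA/DA mice, 60.0% gave a chi-squared p below 0.0001 for A:T mutations and 79.1% one below 0.05, and 1135 regroupings gave a p as small as the real one. A spread between mice that pooled counts leave out may therefore account for chi-squared p values of this size.

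In the Exo1DA/DA mouse with dataset number 301, 104.0 of 108.0 clones shared G114A, C158T, G177A, C180T and G289A. Independent mutation at the frequencies of the other Exo1DA/DA mice would give 0.000102 such clones, which argues against it. Of these clones, 83.7% had further mutations that were also those of another clone, as 1 lineage counted as many CDR3 clones would give. However, 14.6 clones of other mice also carried all 5 mutations. Of the 108.0 clones of this mouse, 82.1 matched a sequence of an Exo1+/+ mouse by the Jaccard index. A lineage of this mouse alone does not account for these matches, so sequences shared between mice stay open as well. Whether the CDR3 differences arose in the animal or in the PCR stays open, as CDR3 sequences were not analysed here.

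Per iteration, 331.1 clones with at least 6 mutations were identical over VH186.2 to a clone of another mouse, and 324.0 of them to a clone of another genotype. Sequences redrawn from each mouse's own mutation frequencies gave 0 identical clones in each of 20 sets, which argues against independent mutation. For example, 49.95 of 66.0 such clones of the Exo1+/+ mouse with dataset number 289 were also found in the Exo1DA/DA mouse with dataset number 296. Mice of different genotypes share no B cells, so carryover of sequences between libraries is a candidate explanation. Reads of a related germline V gene, counted as mutations of VH186.2, are another. Of the 217 identical sequences, 205 were found in 2 mice and 1 in as many as 10 of the 18 mice. A gene that all mice carry could recur in more of them, but one that is rarely amplified need not, and no V gene sequences were compared, so a related V gene and carryover cannot be told apart. A mix-up at an earlier step was not tested.

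The lower A:T frequency of Exo1DA/DA than of Exo1+/+ mice, -2.0, was -2.25 without the ends of the amplicon (exact permutation test, p = 0.0230), which argues against the ends as its cause. With each lineage counted 1 time it was -0.590. It kept its sign with less of its size, so the effects of lineage expansion and genotype cannot be told apart with this number of mice. Keeping shared sequences in the mouse with most of them removed 113.3 clones per iteration from Exo1+/+ and 13.5 from Exo1DA/DA mice, so by itself it does not test carryover into Exo1DA/DA mice. The A:T difference was -2.09 in this way, -2.22 with shared sequences removed from all mice and -2.40 with those shared with Exo1+/+ mice removed from Exo1DA/DA mice (exact permutation tests, p = 0.0796, p = 0.0646 and p = 0.0451). It did not shrink, but it was within the spread between mice in the first and the second way, which leaves shared sequences open. The higher G:C frequency, 3.74, was 5.31, 4.41 and 1.95 in the same order (exact permutation tests, p = 0.00653, p = 0.00404 and p = 0.196). The first way took clones with at least 6 mutations mostly from Exo1+/+ mice, which can by itself widen the rise. The last way took 266.2 of 617.9 clones, each with at least 6 mutations, from Exo1DA/DA mice and 0 from Exo1+/+ mice. This can by itself lower the Exo1DA/DA frequencies, so its values test neither difference. Removal from all mice took 183.0 clones from Exo1+/+ and 266.2 from Exo1DA/DA mice and did not shrink the G:C rise. It lowered the G:C frequency in both, to 5.92 in Exo1+/+ and 10.3 in Exo1DA/DA mice, as taking out clones with at least 6 mutations can do by itself. A rise thus remained among the clones that were left, but whether shared sequences add to the rise cannot be told. With each lineage counted 1 time the rise was 1.74, which leaves lineage expansion open. An effect of the nuclease mutation stays among the open explanations.

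Nucleotide 294, the last of the segment, was changed in 22.8% of clones with 1 to 2 other mutations and 19.4% of clones with at least 3, a ratio of 1.17. The median ratio over 42 other A:T positions was 0.155, and 5 of them had a higher ratio than nucleotide 294. Trimming and added nucleotides at the V-D junction, which do not depend on hypermutation, would give a ratio near 1 that other A:T positions do not have. The ratio was near 1 and above those of most other positions, but did not exceed their 95th percentile (2.19), the limit set before the value was seen. The limit does not match what the junction would give, and a looser one was tried only after the value was seen, so the junction is neither supported nor excluded and stays open. The A:T share of the Exo1-/- mouse with dataset number 295, 42.1%, fell to 26.4% without the ends of the amplicon and stayed above those of the other Exo1-/- mice, 6.24% and 1.99%, which argues against the ends as its whole cause. No biological explanation was tested.

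The strand of A:T mutations, which the paper does not report, did not separate the genotypes. The share of A:T mutations at T was 26.2% ± 18.1 (SD, n = 7) in Exo1+/+, 37.9% ± 31.7 (SD, n = 8) in Exo1DA/DA and 18.7% ± 13.7 (SD, n = 3) in Exo1-/- mice (exact permutation tests against Exo1+/+, p = 0.409 and p = 0.533, lowest adjusted p of 6 comparisons 0.80).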
